# Dietary tryptophan deficiency promotes gut RORγt^+^ Treg cells at the expense of Gata3^+^ Treg cells and alters commensal microbiota metabolism

**DOI:** 10.1016/j.celrep.2023.112135

**Published:** 2023-02-24

**Authors:** Lucille C. Rankin, Katherine A. Kaiser, Kenia de los Santos-Alexis, Heekuk Park, Uhlemann Anne-Catrin, Daniel H.D. Gray, Nicholas Arpaia

## Abstract

Micronutrient deficiency is a major cause of disease throughout the world. Yet, how perturbations influence the immune-microbiome interface remains poorly understood. Here, we report that loss of dietary tryptophan (Trp) reshapes intestinal microbial communities, including the depletion of probiotic *L. reuteri*, drives transcriptional changes to immune response genes in the intestinal ileum, and reshapes the regulatory T cell (Treg) compartment. Dietary Trp deficiency promotes expansion of RORγt^+^ Treg cells and the loss of Gata3^+^ to Tregs in a microbiota-dependent manner. In the absence of dietary Trp, provision of the AhR ligand indole-3-carbinol is sufficient restore the Treg compartment. Together, these data show that dietary Trp deficiency perturbs the interaction between the host and its bacterial symbionts to regulate Treg homeostasis via the deprivation of bacterially derived Trp metabolites. Our findings highlight an essential role for immune-microbiome crosstalk as a key homeostatic regulator during nutrient deficiency.

## In brief

Rankin et al. show that dietary tryptophan deficiency reshapes the microbiota and alters intestinal gene expression profiles, resulting in a microbiota-dependent expansion of gut RORγt^+^ Tregs. These findings highlight the potential for harnessing dietary immune modifiers, such as tryptophan, to regulate RORγt^+^ Treg numbers and possibly treat intestinal inflammatory disorders.

## INTRODUCTION

Human and mammalian diets vary greatly across geographical areas, cultural groups, and age. Throughout life, nutrient consumption can fluctuate widely between periods of abundance and scarcity. Chronic malnutrition is a major cause of morbidity and mortality throughout the world that leads to illnesses related to immune function, gastrointestinal (GI) health, and metabolism. The GI tract is a multi-organismal ecosystem that facilitates the absorption of nutrients across these diverse conditions. In particular, the small intestine (SI) is uniquely adapted to both sense and absorb nutrients from diverse food sources and protect the host from toxic and pathogenic onslaughts. It is also appreciated that intestinal microbes have co-evolved to regulate host physiology, metabolism, and immunity through the biosynthesis and provision of vitamins and essential amino acids, fermentation of carbohydrates into bioactive short chain fatty acids (SCFA), and the biotransformation of bile acids.^1–18^ We therefore hypothesized that during acute nutrient deficiency, immunosuppressive regulatory T cells (Tregs) may also coordinate and respond to changes in nutrient availability in the SI to regulate host homeostasis.

In the GI tract, FoxP3^+^ regulatory T cells are a unique subset of immunosuppressive CD4^+^ T cells that promote tolerance to food antigens and gut microbes. The mammalian gut contains two dominant populations of Treg cells defined by their expression of the transcription factors Gata3 and retinoid-related orphan receptor-γt (RORγt). RORγt^+^ Treg cells are generated in the periphery from naive CD4^+^ T cells in response to factors derived from diet and commensal bacteria, such as retinoic acid, secondary bile acids, and SCFAs that make up the enteric microenvironment.^19–21^ In contrast, Gata3^+^ Tregs arise in the thymus, develop central tolerance to self-antigens and are acutely responsive to the alarmin IL-33.^19,21–26^ We therefore hypothesized that removal of an essential dietary nutrient would fundamentally alter the microbial ecosystem and thus the repertoire of bacterial metabolites that regulate intestinal Treg cell homeostasis.

We developed a mouse model of acute dietary tryptophan (Trp) deficiency to study metabolite-based communication between the diet, commensal microbial community, and intestinal Tregs. Trp is an essential amino acid that cannot be synthesized *de novo* by host metabolic pathways. Dietary Trp is absorbed primarily in the SI and is essential for many aspects of host physiology.^27–31^ At least 90% of Trp is metabolized by host indoleamine 2,3-dioxygneases (IDO) to form kynurenines, and the remainder is subject to metabolism by Trp hydroxylases (TPH1 and TPH2), into the neurotransmitter serotonin. Intestinal commensal bacteria are proficient in the biosynthesis and utilization of Trp as an energy source, catabolizing Trp into a wide array of indole-containing molecules that activate AhR-mediated transcription to affect host metabolism, mucosal barrier integrity, and immune responses.^17,32–37^

Here we report that acute dietary Trp deficiency significantly alters the intestinal microbiota and gut metabolites, which in turn drive transcriptional changes in immune response genes in ileal tissue. In particular, the composition of GI Treg cell populations is remodeled by acute dietary Trp deficiency; absence of dietary Trp drives the proliferative expansion of Foxp3^+^RORγt^+^Treg cells and concomitantly suppresses the generation of Gata3^+^ Treg cells in a microbiota-dependent manner. Provision of the potent AhR ligand, indole-3-carbinal (I3C), is sufficient to block the expansion of RORγt^+^ Treg cells induced by a Trp-deficient diet. Therefore, bacterial metabolism of dietary Trp into AhR ligands acts within the intestinal mucosa to inhibit the expansion of RORγt^+^ Treg cells and maintain a balance with Gata3^+^ Treg cells. This study demonstrates a mechanism that shapes host-commensal mutualism during periods of nutrient deficiency and informs how dietary interventions might direct the mucosal immune response to treat intestinal inflammatory disease.

## RESULTS

### Acute Trp deficiency alters microbiota composition and depletes critical Trp metabolites

To understand the influence of Trp deficiency on intestinal immune homeostasis, we first assessed whether the composition of intestinal microbiota communities and their metabolic output were modulated by the absence of dietary Trp. Mice were fed control (CD) or Trp-deficient diets (TDD) (Table 1) for 3 weeks and the microbial consortia present in the stool and ileum was determined by 16S rRNA gene sequencing (Figure 1A). First, dramatic weight loss was observed in mice fed a TDD (Figure S1A). This finding is consistent with several reports examining the impact of dietary Trp deficiency in mice and rats.^38,39^ Further, principal-coordinate analysis (PCoA) revealed a significant re-organization of the intestinal microbiota in response to dietary Trp deficiency (Figures 1B and S1B). More specifically, there was an outgrowth of *Turicibacter* spp, and *L. garvieae*, in the absence of dietary Trp; however, no apparent selection for Trp-producing bacteria that may compensate for the loss of dietary Trp was observed (Figures 1C and 1D). The probiotic *L. reuteri* was severely depleted in the absence of dietary Trp (Figures 1C and 1D), which was further confirmed by qPCR analysis (Figure S1C). Similar results were observed in the stool of animals fed TDD for 2, 3, and 5 weeks (Figures S1B, S1D, and S1E). *L. reuteri* uses L-Trp to produce indole derivatives such as indole-3-lactic acid (ILA) that act as AhR ligands that modulate many immune and physiological responses.^23,32,40^ These data together suggest that removal of dietary Trp shifts the microbial ecosystem to disadvantage species such as *L. reuteri*, which use L-Trp as a metabolic substrate.

Since microbial communities were strongly modified after dietary Trp deficiency, we next examined the impact of dietary Trp deficiency on fecal metabolites. We performed untargeted metabolic profiling by capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) and found many metabolites were significantly altered in abundance between control and TDD-fed mice (Figures 1E–1G). As expected, Trp itself was among the most strongly depleted metabolites, along with host-derived Trp catabolites serotonin, kynurenine, and nicotinamide (Figures 1G and 1H). Several metabolites involved in purine and pyrimidine biosynthesis were also depleted, as were those involved in cyanoamino acid metabolism, cysteine metabolism, histidine metabolism, and lysine biosynthesis pathways (Figures S1F–S1H). Together, these data demonstrate that dietary Trp deficiency leads to a metabolic shift within the GI tract. Further, our data suggest that the microbiome cannot elevate Trp biosynthesis to compensate for loss of dietary Trp.

### The gut microbiota drives ileal transcriptional responses to dietary Trp deficiency

Given the microbial and metabolic changes observed in the GI tract of TDD-fed mice, we next explored how Trp deficiency modified gene expression in the terminal ileum in the presence and absence of an intact microbiome. RNA sequencing (RNA-seq) analysis was performed on the terminal ileum of CD- and TDD-fed mice that remained specific pathogen-free (SPF) or were treated with a cocktail of antibiotics (ampicillin, vancomycin, metronidazole, neomycin, and gentamycin) (ABX) to remove the microbiota (Figure 2A). 

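Terminal ileum RNA was sequenced from 20 female C57BL/6 mice after 3 weeks on diet, with 5 mice in each of 4 groups: CD, TDD, CD with ABX and TDD with ABX. The paper gives n = 4 to 5 mice per group and its heatmaps show 17 mice. Its text does not name the mice that were left out, so all 20 were used here. Poly-A RNA was sequenced on an Illumina NovaSeq instrument, and the authors assigned the reads to the mouse transcriptome (GRCm38) with kallisto, which splits reads that match several transcripts and so gives estimated counts that need not be whole. The authors deposited estimated counts per gene without normalization, and estimated counts and TPM per transcript for each mouse. Total counts per mouse ranged from 36676963 to 50751245 (median 45529527) in CD mice and from 37664356 to 58618713 (median 43561216) in TDD mice. With ABX they ranged from 41490809 to 58662617 (median 47389386) in CD mice and from 41198920 to 50576414 (median 48538795) in TDD mice. The mean was 46.39 M counts per mouse, where the paper states 40 M reads per sample, and the values given here use the counts per gene. Of 13808 abundant genes compared with their transcripts, 151 held exactly 2 times the sum of their transcripts in every mouse, which leaves their fold changes as they are but not their levels. Counts were rounded to whole numbers and scaled by TMM, and levels are given as CPM on that scale. The 16306 genes with at least 0.5 CPM in at least 1 mouse were tested with edgeR's quasi-likelihood test, with the 4 groups in 1 fit. As in the paper, a gene was called at a Benjamini-Hochberg adjusted p-value (q) under 0.05 and a fold change of at least 2. The paper names iDEP.91 but not the test used within it. Coordinates are those of GENCODE M21 on GRCm38.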

First, weight loss of ABX-treated animals fed a TDD was much less severe than SPF mice fed a TDD, suggesting the microbiome was exacerbating the observed weight loss (Figure S2A). Second, and most remarkably, we observed a large shift in gene expression in the ileum after TDD feeding that was severely curtailed in ABX-treated animals (Figure 2B). 

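In a principal-component analysis of log2(CPM + 4) over the genes tested, the first component held 24.06% of the variance and the second 18.83%. On the first component, CD mice lay at 8.54 ± 3.93 (SD, n = 5) and TDD mice at 15.58 ± 3.52 (SD, n = 5), whereas CD mice with ABX lay at -13.62 ± 3.24 (SD, n = 5) and TDD mice with ABX at -10.5 ± 5.38 (SD, n = 5). On the second component, the means were -15.92 ± 6.1 in CD mice and 10.29 ± 3.16 in TDD mice, and -4.13 ± 3.59 and 9.76 ± 1.36 in the same diets with ABX (SD, n = 5 each). Over all genes tested, the distance between the CD and TDD group means was 28.56 in SPF mice and 19.61 in ABX-treated mice. Each was larger than under every other assignment of the diets apart from its mirror (two-sided exact permutation test over all assignments of 5 mice to each diet, p = 0.00794 in both, the smallest p this design allows). The largest distance under another assignment was 27.07 in SPF mice and 18.62 in ABX-treated mice, with medians of 16.12 and 13.22. The distance in SPF mice exceeded that in ABX-treated mice by 8.95, a difference tested by exchanging SPF and ABX-treated mice within each diet (p = 0.0016, two-sided permutation test with 10000 permutations). The exchanged mice also differ by ABX itself, and a distance between means grows with the spread within groups. The difference of 8.95 may thus hold more than a larger effect of the diet in SPF mice. When single mice were left out, this difference was smallest without CD+ABX mouse 5, at 7.46, and largest without CD mouse 2, at 11.1. Over the 500 genes with the largest variance it was 6.04 (p = 0.0074, the same permutation test).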

TDD feeding modified the expression of 414 genes in SPF mice and only 114 genes in ABX-treated mice, of which 52 were shared with SPF animals (Figure 2C). This finding suggested that dietary Trp deficiency did not directly drive most of the broad changes in ileal gene expression patterns; rather, most gene expression changes observed in ileal tissue in response to dietary Trp deficiency required the microbiota.

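TDD feeding changed 298 genes in SPF mice, of which 136 were higher and 162 lower, and 50 genes in ABX-treated mice, of which 24 were higher and 26 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg q under 0.05 and a fold change of at least 2). Both lists shared 32 genes in the same direction, 14 higher and 18 lower. A further 264 genes were called in SPF mice only and 16 in ABX-treated mice only, and 2 genes were called in both with opposite directions, namely Chac1 (log2 fold change -1.78 in SPF and 3.23 in ABX-treated mice) and the immunoglobulin kappa variable segment ENSMUSG00000076523.2 (2.23 and -2.57). Without the fold change limit, 2342 genes passed in SPF mice and 268 in ABX-treated mice. The 5 CD mice did not overlap the 5 TDD mice in CPM for 171 of the 298 genes, and for 45 of the 50 genes with ABX. Over all genes tested, 9.58% and 4.78% were separated in this way, where chance gives 0.794%. In SPF mice, the alternative that moved the number most apart from the fold change limit was a test of log2(TPM + 1) with limma, which called 131 genes. In ABX-treated mice it called 23, and the lowest of 50 random draws of 17 mice gave 18. With DESeq2, 314 genes were called in SPF mice, 98 in ABX-treated mice and 52 in both. Leaving out 1 mouse at a time gave 215 to 360 genes in SPF mice, with the fewest without CD mouse 5 and the most without CD mouse 2. In ABX-treated mice it gave 25 to 59 genes, with the fewest without CD+ABX mouse 4, and in both settings 21 to 39, with the fewest without CD+ABX mouse 3 or 4 or TDD+ABX mouse 1.

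Among called genes whose groups did not overlap, the lowest log2 fold change in SPF mice was that of Gsdmc4 (ENSMUSG00000055748.12, chromosome 15 of GRCm38, 63891264 to 63912297), at 61.6 ± 36.8 CPM on CD and 3.41 ± 1.44 CPM on TDD (SD, n = 5; log2 fold change -4.19, standard error 0.59, q = 0.00019 from edgeR's quasi-likelihood test). Its neighbour Gsdmc3 (63857724 to 63878558) followed, with a log2 fold change of -3.71 (q = 0.000975, edgeR). Gsdmc (63775968 to 63808759) was at least 7.68-fold lower on TDD, where no mouse had more than 3 counts. These genes are close paralogs, and reads could have been split between them. The highest changes were those of the immunoglobulin kappa variable segments Igkv3-3 (chromosome 6, 70686946 to 70687534), at 0.0302 ± 0.0464 CPM on CD and 3.28 ± 1.73 CPM on TDD (SD, n = 5; q = 3.72e-05, edgeR), and Igkv7-33 (70058632 to 70059199), at 0.089 ± 0.0576 and 4.27 ± 3.21 CPM (SD, n = 5; q = 0.000913, edgeR). Segments of this family can be similar in sequence, which was not measured here, so reads could have been split between them and their counts are uncertain. Cyp2a12 (chromosome 7, 27029081 to 27037375) was at least 9.03-fold higher on TDD, since no CD mouse had more than 2 counts. In ABX-treated mice, the lowest were Igkv10-94 (log2 fold change -2.99, q = 0.0449, edgeR), Cblif (-2.88, q = 0.0056) and Cyp3a44 (-2.65, q = 0.0309), and the highest AL691519.1 (4.29, q = 0.0277), Chac1 (q = 0.00682) and Ciart (2.35, q = 0.0212). Cblif and AL691519.1 had no locus in the annotation used here. With limma-voom, Igkv10-94 and Cyp3a44 were not called, nor was Igkv10-94 with the 2 ABX-treated groups fitted alone. With 1 mouse left out at a time, the call of Igkv10-94 held in 7 of the 20 fits (q from 0.0384 to 0.121, with a log2 fold change of -1.64 without CD+ABX mouse 5), that of Cyp3a44 in 13 (q from 0.00606 to 0.08) and that of AL691519.1 in 14 (q from 0.0171 to 0.0809), by the same test. CD+ABX mouse 2, at 0.12 CPM, was the only mouse of its group with a count of AL691519.1, so that no fold change is given without it. In SPF mice, Cyp3a44 changed by -0.34, and by 0.51 without CD mouse 3.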

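The effect of the diet was compared gene by gene between SPF and ABX-treated mice. Of the 298 genes called in SPF mice, 255 (85.6%) had a log2 fold change of the same sign in ABX-treated mice, and 53 had q under 0.05 there. The median absolute log2 fold change of these genes was 1.49 in SPF mice and 0.63 in ABX-treated mice. Since the genes were chosen by their change in SPF mice, the first median is raised by the choice itself. For the 50 genes called in ABX-treated mice, the medians were 1.40 in both, and 44 of the 50 had the same sign. A gene called in one setting and not in the other is not shown to differ between them, so the difference between the effects was tested as an interaction of diet and antibiotics. It passed for 4 of the 16306 genes (edgeR's quasi-likelihood test, Benjamini-Hochberg q under 0.05 and at least a 2-fold difference), and 1446 genes had an unadjusted p under 0.05, against 815 by chance. Of the 264 genes called in SPF mice and not in ABX-treated mice, 2 passed the interaction test and 148 had an unadjusted interaction p under 0.05. With DESeq2, 51 genes passed the interaction, with log2(TPM + 0.1) 5 and with upper-quartile scaling the same 4, whereas none passed with limma-voom, with RLE scaling, with a filter of 0.5 CPM in at least 5 mice or without a filter.

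**Figure D1:**
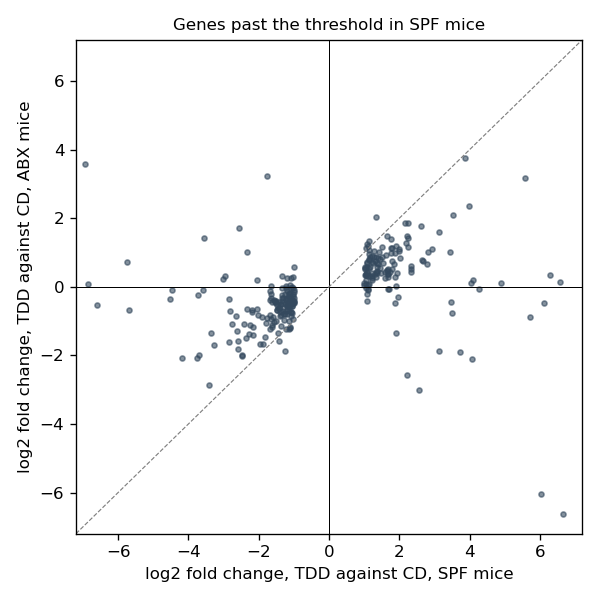
Log2 fold change of TDD against CD in SPF mice (horizontal axis) and in ABX-treated mice (vertical axis) for the 298 genes called in SPF mice, 1 point per gene, with 5 mice per group. The dashed line marks equal changes, and 255 of the genes lie on the same side of 0 on both axes, with a median absolute change of 1.49 in SPF and 0.63 in ABX-treated mice.

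From the smaller number of changed genes in ABX-treated mice, the paper proposes that Trp deficiency did not directly drive most of the changes and that these required the microbiota.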

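Ido1 (ENSMUSG00000031551.12), which encodes indoleamine 2,3-dioxygenase 1, lies on chromosome 8 of GRCm38 from 24584136 to 24597009. In SPF mice its level was 12.96 ± 7.54 CPM on CD and 4.84 ± 1.77 CPM on TDD (SD, n = 5 each), a log2 fold change of -1.42 (standard error 0.37, q = 0.0157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ABX-treated mice it was 9.68 ± 3.28 CPM on CD and 3.27 ± 0.782 CPM on TDD (SD, n = 5 each), a log2 fold change of -1.57 (standard error 0.38, q = 0.0415 from the same test). The effects in SPF and ABX-treated mice differed by 0.14 on the log2 scale (standard error 0.52, q = 0.965, edgeR). Without CD mouse 3, the call in SPF mice was lost (log2 fold change -1.12, q = 0.0532, edgeR), as it was with the 2 SPF groups fitted alone. The call in ABX-treated mice held in 7 of the 20 fits that each left out 1 mouse, with q from 0.0132 to 0.118 (edgeR). It also held with DESeq2, with RLE scaling and with the 2 ABX-treated groups fitted alone, but not with limma-voom. Of 16 tested genes of a list of Trp metabolism, Ido1 was the 1 gene called in SPF mice and in ABX-treated mice, and 4 and 5 genes had q under 0.05 adjusted over the list alone.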

Genes modified by dietary Trp depletion alone included those involved in host Trp metabolism, such as Ido, which encodes *Ido*, the rate-limiting enzyme required for metabolism of Trp into kynurenines (Figures S2B and S2C).^41^ 

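Among genes of the circadian clock, Nfil3 (chromosome 13, 52967209 to 52981073) fell in SPF mice from 14.3 ± 3.6 CPM on CD to 2.93 ± 0.416 CPM on TDD (SD, n = 5), a log2 fold change of -2.29 (standard error 0.38, q = 0.000722, edgeR's quasi-likelihood test). In ABX-treated mice it went from 7.53 ± 6.52 to 2.91 ± 0.962 CPM (SD, n = 5), and the change of -1.37 was not past the threshold (q = 0.0699, edgeR). Arntl (chromosome 7, 113207465 to 113314126) changed by -1.63 in SPF mice (standard error 0.26, q = 0.000486) and by -1.10 in ABX-treated mice (standard error 0.26, q = 0.0364, edgeR). Bhlhe41 (chromosome 6, 145858243 to 145865558) rose by 1.06 in SPF mice (standard error 0.31, q = 0.0286) and by 1.13 in ABX-treated mice (standard error 0.32), where it did not pass (q = 0.0803, edgeR). Per3 (chromosome 4, 151003652 to 151044665) rose from 8.35 ± 2.18 to 39.3 ± 9.61 CPM in SPF mice (SD, n = 5; log2 fold change 2.24, q = 0.000234) and from 17.2 ± 8.36 to 45.9 ± 12.1 CPM in ABX-treated mice (SD, n = 5; 1.42, q = 0.0289, edgeR). Of the other clock genes of Figure S2B, Ciart, Tef and Dbp rose by 4.00, 2.01 and 3.13 in SPF mice (largest q = 0.000581, edgeR). In ABX-treated mice, Tef (1.11, q = 0.0585, edgeR) and Dbp (1.59, q = 0.099) were not past the threshold. DESeq2 called Nfil3, Bhlhe41, Tef and Dbp in ABX-treated mice as well, and limma-voom called Tef.

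With 1 mouse left out at a time, the calls of Nfil3, Arntl and Per3 in SPF mice held in all 20 fits. That of Bhlhe41 was lost in 5, without CD mouse 1, 4 or 5 or without TDD mouse 4 or 5 (q from 0.0112 to 0.0855 over the 20 fits, edgeR). In ABX-treated mice, the calls of Arntl and Per3 were each lost in 6 of the 20 fits, with q up to 0.0846 and 0.0791 (edgeR), and that of Ciart without CD+ABX mouse 1 or 3. The change of Nfil3 there fell to -0.68 without CD+ABX mouse 4, and it was called without CD+ABX mouse 5 (-1.56, q = 0.0349, edgeR), as was Tef (1.37, q = 0.02). Bhlhe41 was called there without CD mouse 2 (1.14, q = 0.0487, edgeR). With the 2 groups compared fitted alone, Bhlhe41 was not called in SPF mice, nor Arntl, Per3 and Ciart in ABX-treated mice. None of these genes passed the interaction test, in which Dbp, Ciart and Tef had an unadjusted p under 0.05 (0.0322, 0.0331 and 0.0408, edgeR).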

As expected, Trp deficiency significantly altered the expression patterns of the circadian rhythm genes *Nfil3*, *Arntl*, *Bhle41*, and *Per3* (Figures S2B and S2C), given that the circadian rhythm hormones, melatonin and serotonin, are derivatives of host Trp metabolism.^42–44^

As noted above, most genes modified by dietary Trp deficiency required a normal microbiota. 

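The 4 genes whose diet effect passed the test of the difference between SPF and ABX-treated mice were Chac1, Gzmk, Fkbp5 and the immunoglobulin kappa variable segment ENSMUSG00000076523.2 (chromosome 6, 68437440 to 68437925), each with q = 0.0496 (edgeR's quasi-likelihood test for the interaction). Chac1 (chromosome 2, 119351229 to 119354381) went from 1.28 ± 0.828 CPM on CD to 0.363 ± 0.111 CPM on TDD in SPF mice, but from 0.941 ± 0.521 to 8.90 ± 8.15 CPM in ABX-treated mice (SD, n = 5 each). Gzmk (chromosome 13, 113171608 to 113225908) went from 3.35 ± 3.33 to 0.283 ± 0.0769 CPM in SPF mice and from 0.0919 ± 0.0286 to 0.25 ± 0.0701 CPM in ABX-treated mice (SD, n = 5 each). Fkbp5 (chromosome 17, 28399094 to 28517527) rose from 30.4 ± 11.4 to 193.8 ± 5.51 CPM in SPF mice and from 89.0 ± 30.9 CPM (SD, n = 5 each) to between 98.2 and 183.9 CPM in the 5 TDD mice of the ABX-treated group. The kappa segment, whose reads could have been split with similar segments, rose from 3.53 ± 1.19 to 16.6 ± 17.5 CPM in SPF mice and fell from 14.4 ± 7.2 to 2.42 ± 0.906 CPM in ABX-treated mice (SD, n = 5 each). Its call in SPF mice was lost without TDD mouse 2 (log2 fold change 1.36, q = 0.0651, the highest of the 20 fits that left out 1 mouse, where the lowest was 0.00482, edgeR), with limma-voom and with the 2 SPF groups fitted alone, and that of Chac1 in SPF mice held in 5 of these 20 fits (q from 0.0154 to 0.11, edgeR) and not with limma-voom. DESeq2 and upper-quartile scaling called all 4, whereas limma-voom and RLE scaling called none. In the interaction test of those 20 fits, Chac1 passed in 7 (q from 0.0131 to 0.115), Gzmk in 4 (q from 0.0167 to 0.124), Fkbp5 in 4 (q from 0.0359 to 0.115) and the kappa segment in 3 (q from 0.0367 to 0.127, edgeR). Between 0 and 12 genes passed in these fits, with the most without CD+ABX mouse 4 and none without CD mouse 1 or 5, TDD mouse 2, 3, 4 or 5, CD+ABX mouse 1, 2 or 3 or TDD+ABX mouse 1 or 4.

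The heatmap of Figure S2B shows genes changed by the diet in both settings. Of its lower genes, 25 could be tested, and all 25 were called in SPF mice and 15 in ABX-treated mice. All 18 of its higher genes were called in SPF mice and 10 in ABX-treated mice. Adjusted over the list alone, all 25 and all 18 had q under 0.05 in both settings, which is not independent evidence because the paper chose the lists on these samples. The Apol genes of this heatmap were lower on TDD in both settings. Apol10a (chromosome 15, 77477047 to 77491069) was at 858.9 ± 150 CPM on CD and 387.1 ± 108 CPM on TDD in SPF mice (log2 fold change -1.15, q = 0.000205, edgeR) and at 720.2 ± 52.4 and 304.7 ± 58.3 CPM with ABX (SD, n = 5; -1.24, q = 0.00108, edgeR). Apol10b, Apol10c-ps, Apol11a and Apol11b changed by -2.17, -2.59, -1.26 and -2.48 in SPF mice and by -1.41, -1.80, -1.86 and -1.99 in ABX-treated mice. The calls of these 5 paralogs, whose reads could have been split among them, held in every fit that left out 1 mouse.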

Our first consideration was that loss of dietary Trp could reduce barrier integrity, allowing for bacterial translocation.^45^ Therefore, we took a closer look at the pathways modulated by TDD feeding in the intestinal ileum. 

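Of 40 genes of the epithelial barrier, a list of tight junction, adhesion, mucin and related genes such as Cldn2, Ocln, Tjp1, Cdh1 and Muc2, none was called in SPF or in ABX-treated mice, and 8 and 2 had an unadjusted p under 0.05. Adjusted over the list alone, 2 of the 40 had q under 0.05 in SPF mice and 1 in ABX-treated mice (edgeR's quasi-likelihood test), the same numbers as over all genes tested. In SPF mice, 13 of the 40 were higher and 27 lower, with a median log2 fold change of -0.06, and the median was -0.06 in ABX-treated mice as well. As a set, they were not past the threshold in SPF mice (limma's camera test, q = 0.0764), in ABX-treated mice (q = 0.124) or in the interaction (q = 0.462). In the fits that left out 1 mouse, the set's q in SPF mice ranged from 0.00365 to 0.179, and it passed without CD mouse 2 (median change in log2 CPM -0.13, q = 0.00365, camera) and without TDD mouse 1 (-0.10, q = 0.0149). With fry, a rotation test without a preset correlation between genes, the set's q was 0.487.

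The immune genes of Figure 2D moved further. Of its 50 lower genes, 41 were called as lower in SPF mice and 1 in ABX-treated mice, and of its 55 higher genes, 9 were called as higher in SPF mice and none in ABX-treated mice. Adjusted over the list alone, 50 and 18 had q under 0.05 in SPF mice, and 9 and none in ABX-treated mice, where 15 of each list had an unadjusted p under 0.05. As the paper drew these lists from these samples, this is not independent evidence. All 50 and all 55 had the paper's direction in SPF mice, and 46 and 47 had it in ABX-treated mice. The median log2 fold change of the lower genes was -1.24 in SPF mice and -0.44 in ABX-treated mice, and the difference between the settings held for the list (camera, q = 3.27e-19; fry, q = 0.03). The higher genes had medians of 0.98 and 0.82, and their difference between the settings passed with camera (q = 1.46e-05) but not with fry (q = 0.429). In ABX-treated mice, the set of lower genes passed with camera (q = 2.71e-08), also in every fit that left out 1 mouse, but not with fry (q = 0.107). The set of higher genes passed there with camera (q = 0.000483) but not with fry (q = 0.479), nor with camera without TDD+ABX mouse 5 (median change in log2 CPM 0.27, q = 0.0944). No single gene of either list passed the interaction test, and 26 and 9 had an unadjusted interaction p under 0.05.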

Most notably, the microbiota was required to induce modifications in immune response gene networks driven by dietary Trp deficiency, but epithelial barrier integrity genes did not appear to be modulated (Figures 2D, 2E, and S2B–S2F). TDD diet fed SPF mice showed decreased expression of numerous CC and CXC chemokines and chemokine receptors (Ccl3,4,5,24 and Ccr5; Cxcl9,10 and Cxcr3), and interferon response genes, including members of the 2–5 oligoadenylate synthetase (OAS) family of genes and interferon-induced proteins with tetratricopeptide repeats (IFITs) (Figure 2D). 

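In SPF mice, Ccl5 (chromosome 11, 83525778 to 83530518) was at 23.7 ± 20.4 CPM on CD and 7.61 ± 1.48 CPM on TDD (SD, n = 5), a log2 fold change of -1.64 (standard error 0.43, q = 0.017, edgeR's quasi-likelihood test). The single CD mice were at 13.1, 8.38, 6.72, 37.9 and 52.4 CPM, and without the highest, CD mouse 5, the call was lost, with a log2 fold change of -1.13 (q = 0.065, edgeR). Ccl24 changed by -1.14 (standard error 0.33, q = 0.0243), and its call was lost without CD mouse 3 or 4 or TDD mouse 3 or 5. Ccl3 was at 0.803 ± 0.405 and 0.45 ± 0.128 CPM (SD, n = 5) and Ccl4 at 0.721 ± 0.354 and 0.357 ± 0.104 CPM (SD, n = 5). Neither passed the threshold, with log2 fold changes of -0.83 (q = 0.0533, edgeR; -0.49 without CD mouse 5) and -1.01 (q = 0.0726), and without CD mouse 2 Ccl4 was called (-1.17, q = 0.0313). Cxcl9 changed by -1.60 (standard error 0.23, q = 0.000164, edgeR), Cxcl10 by -1.76 (0.35, q = 0.00253) and Cxcr3 by -1.07 (0.27, q = 0.0113). The calls of Cxcl9 and Cxcl10 held in all 20 fits, whereas that of Cxcr3 was lost without CD mouse 4 or 5 or TDD mouse 1, falling to -0.77 without CD mouse 5.

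The 7 Oas genes of Figure 2D lie on chromosome 5 and were all called. Oas2 (120730333 to 120749853) fell from 30.7 ± 21.8 to 4.46 ± 2.15 CPM (SD, n = 5), a log2 fold change of -2.77 (standard error 0.46, q = 0.000669, edgeR), and Oas1e, at 0.876 ± 0.6 and 0.0696 ± 0.0482 CPM (SD, n = 5), by -3.59 (0.93, q = 0.0146). The changes of Oas1a, Oas1g, Oas3, Oas1b and Oasl2 were -1.54, -1.67, -1.63, -1.02 and -1.04, with q from 0.00462 to 0.037 (edgeR). The single CD mice had 84.4, 15.5, 81.7, 108.0 and 112.3 CPM of Oas3, so CD mouse 2 lay below every TDD mouse, which had 18.5 to 35.9 CPM. Ifit1, Ifit3 and Ifit3b changed by -1.36, -1.49 and -1.49, with q = 0.031, 0.0214 and 0.00647 (edgeR). With 1 mouse left out at a time, the calls of Oasl2 (-0.84 without CD mouse 5, q up to 0.111, edgeR) and Ifit1 (q up to 0.0877) were lost without CD mouse 3, 4 or 5 or TDD mouse 2, 3 or 4. That of Ifit3 was lost without CD mouse 3 or 5 or TDD mouse 2, 3 or 4 (q up to 0.0657, edgeR), and that of Oas1b without CD mouse 5 (-0.84) or TDD mouse 1, 2 or 3. With limma-voom, Ccl5, Cxcr3, Oas1b, Oas1e, Oasl2 and Ifit1 were not called, and with the 2 SPF groups fitted alone, Ccl5, Cxcr3, Oas1b, Oasl2, Ifit1 and Ifit3 were not. Several of these genes are paralogs with similar sequences, so reads could have been split among them. In ABX-treated mice, none of the genes named here was called, and the smallest q was that of Cxcl9 (log2 fold change -0.89, q = 0.053, edgeR).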

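The chemokine and interferon response genes were also tested as whole families, taken by gene symbol so that members were not chosen by their values. In SPF mice, the median log2 fold change was -1.54 over 9 Oas genes (limma's camera test, q = 2.17e-05) and -1.29 over 6 Ifit genes (q = 0.00181), and every member was lower on TDD with TMM, RLE and upper-quartile scaling alike. Over a list of 30 interferon response genes, which includes Oas and Ifit genes, it was -1.06 (q = 6.67e-13), and all 30 were lower. Of these 30, 17 were called, and 26 had q under 0.05 adjusted over the list alone (edgeR's quasi-likelihood test). In ABX-treated mice all 30 were lower as well, with a median of -0.41, and these directions held with each of the 3 scalings. None was called there, 9 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. As sets, the interferon response list (q = 9.52e-07) and the Ifit family (median -0.53, q = 0.0117) passed with camera in ABX-treated mice, and the Oas family did not (median -0.38, q = 0.124). With fry, none of the 3 passed there (q = 0.292, 0.189 and 0.541). The difference between the settings passed with camera for the list (q = 4.32e-06) and the Oas family (q = 0.000131) and not for the Ifit family (q = 0.128), and for none of them with fry (q = 0.429, 0.268 and 0.541). The families of CC chemokine ligands (19 genes, median -0.20, q = 0.111, camera), CXC chemokine ligands (10 genes, median -0.21, q = 0.102) and chemokine receptors (14 genes, median 0.20, q = 0.667) did not pass as sets in SPF mice. The CXC ligands passed without TDD mouse 5 (median change in log2 CPM -0.34, q = 0.0341, camera), and the direction of the receptors' test changed without TDD mouse 1 (median change 0.37, q = 0.581). With fry, the Oas family (q = 0.0217), the Ifit family (q = 0.022) and the interferon response list (q = 0.022) still passed in SPF mice. With the correlation between genes estimated from the data they did not (q = 0.409, 0.409 and 0.429, camera). Of all 51 lists, 26 passed in SPF mice with camera, of which 20 also passed with fry and 2 with the estimated correlation. In ABX-treated mice, 19 passed, of which 9 and 2 did so.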

If there was significant bacterial translocation, these genetic pathways would be expected to be upregulated, suggesting these changes were not in response to inflammation. Those immune response genes induced by dietary Trp deficiency included CX chemokines and chemokine receptors *Cxcl13* and *Cxcr4*, *Foxp3*, *Il2ra*, *Lta*, *Ltb*, and various TNF receptors (Figures 2D, 2E, S2D, and S2E). 

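In SPF mice, each of the induced genes named in the text and the TNF family genes of Figure 2D had a higher mean on TDD than on CD, and none was past the threshold over the 20 mice. Cxcl13 (chromosome 5, 95956951 to 95961068) was at 4.07 ± 3.79 CPM on CD and 8.69 ± 4.92 CPM on TDD (SD, n = 5), a log2 fold change of 1.09 (standard error 0.72, q = 0.35, edgeR's quasi-likelihood test). Cxcr4 (chromosome 1, 128588199 to 128592293) changed by 0.77 (standard error 0.40, q = 0.217), Lta (chromosome 17, 35203165 to 35205351) by 1.32 (standard error 0.75, q = 0.263) and Ltb, its neighbour, by 0.77 (standard error 0.47, q = 0.299, edgeR). Of the TNF receptors and ligands, Tnfrsf13b changed by 0.84 (q = 0.105), Tnfrsf13c by 1.56 (q = 0.291), Tnfsf11 by 1.34 (q = 0.105) and Tnfsf8 by 0.84 (q = 0.0599, edgeR). The spread within groups was wide. Single CD mice had 1.13, 7.51, 8.86, 1.22 and 1.64 CPM of Cxcl13, and single TDD mice 0.853, 11.8, 6.88, 12.7 and 11.2 CPM. Cxcl13, Cxcr4, Lta, Ltb and Tnfrsf13c were each higher in CD mice 2 and 3, TDD mice 2 to 5 and TDD+ABX mouse 5 than in any other mouse. These were also the 7 mice with the highest scores for a list of B cell genes. For these genes, an effect of the diet and lymphoid follicle tissue in the sampled piece therefore cannot be told apart. Without TDD mouse 1, Tnfrsf13b (1.05, q = 0.0258), Tnfsf11 (1.58, q = 0.0457) and Tnfsf8 (1.04, q = 0.00952, edgeR) were called. The change of Tnfrsf13c was 2.40 without CD mouse 3. Cxcl13, Cxcr4, Lta, Ltb and Tnfrsf13c were called in none of the 20 fits that left out 1 mouse, and none of the genes of this group was called with DESeq2, with limma-voom, with RLE scaling or with the 2 SPF groups fitted alone.

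**Figure D2:**
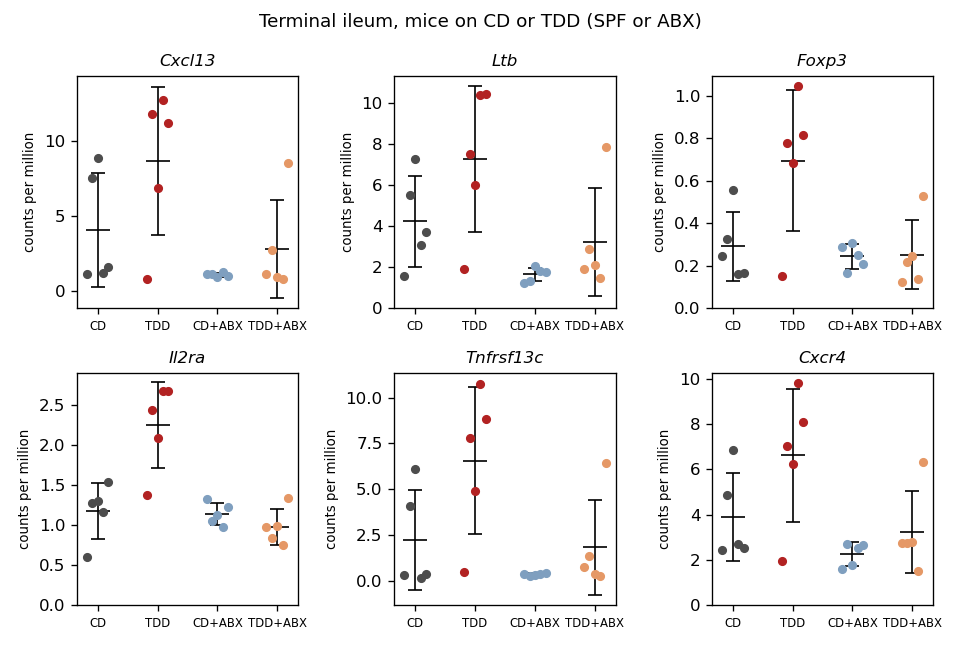
Levels (CPM) of 6 genes in the terminal ileum of single mice, by diet and antibiotic treatment, with 5 mice per group. Each point is 1 mouse, and the bars give the mean ± SD. TDD mouse 1 is the lowest TDD point in each panel (0.853 CPM for Cxcl13), and 2 CD mice lie at 7.51 and 8.86 CPM for Cxcl13.

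As families, the 19 TNF receptors (median log2 fold change 0.13, q = 0.935, limma's camera test) and the 12 TNF ligands (median 0.16, q = 0.889) did not pass in SPF mice. None of their members was called, and 7 and 5 had an unadjusted p under 0.05. The direction of the receptors' test was the opposite with fry and without CD mouse 1, TDD mouse 4 or TDD mouse 5 (median change in log2 CPM 0.16, 0.15 and 0.18).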

Dietary Trp deficiency resulted in the induction of several anti-inflammatory genes, including FoxP3 and IL2Ra, providing further evidence that TDD-fed mice were not responding to bacterial translocation. 

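Foxp3 (ENSMUSG00000039521.13, chromosome X of GRCm38, 7573644 to 7595245) was at 0.292 ± 0.163 CPM on CD and 0.695 ± 0.332 CPM on TDD in SPF mice (SD, n = 5 each), a log2 fold change of 1.23 (standard error 0.44, q = 0.0691, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Single CD mice had 0.248, 0.326, 0.559, 0.161 and 0.168 CPM and single TDD mice 0.151, 0.779, 0.684, 1.05 and 0.816 CPM, so 4 of the 5 TDD mice lay above every CD mouse. These 4 mice, CD mice 2 and 3 and TDD+ABX mouse 5 (0.527 CPM) held the highest Foxp3 levels of the 20 mice. They were also the 7 mice with the highest scores for B cell genes. Lymphoid tissue in the sampled piece thus stays a possible source. Il2ra (ENSMUSG00000026770.5, chromosome 2, 11642807 to 11693193) was at 1.18 ± 0.346 and 2.25 ± 0.54 CPM (SD, n = 5 each), a log2 fold change of 0.93 (standard error 0.22) with q = 0.00778 (edgeR), which passed the limit on q but not that on the fold change. In ABX-treated mice, neither was past the threshold (Foxp3 0.02, q = 0.992; Il2ra -0.22, q = 0.696, edgeR). The difference between the settings was 1.21 for Foxp3 (unadjusted p = 0.0765, q = 0.616) and 1.15 for Il2ra (unadjusted p = 0.00154, q = 0.192, edgeR's test of the interaction). Foxp3 was called without CD mouse 3 (1.62, q = 0.0309) and without TDD mouse 1 (1.48, q = 0.0146), with q up to 0.162 over the 20 fits that left out 1 mouse (edgeR). Il2ra was called without CD mouse 5 (1.03, q = 0.00864) and without TDD mouse 1 (1.06, q = 0.00285, edgeR), with log2 fold changes from 0.77 over these fits. A list of 12 regulatory T cell genes that includes both, 11 of them tested, had a median log2 fold change of 0.30 in SPF mice and did not pass as a set (limma's camera test, q = 0.184). It passed without TDD mouse 1 (median change in log2 CPM 0.24, q = 0.0368, camera). Adjusted over the list alone, 1 of the 11 had q under 0.05 in SPF mice. None of the 11 was called in SPF or ABX-treated mice, and 3 and 0 had an unadjusted p under 0.05.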

Finally, we investigated those differentially expressed genes not involved in the immune response, which included those involved in amino acid metabolism and biosynthesis, arachidonic acid metabolic processes, and solute carrier (SLC) transporters (Figures S2E and S2F). 

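Of the genes of Figure S2F, 12 belong to amino acid metabolism and 5 to arachidonic acid metabolism. In SPF mice, 10 of the 12 amino acid genes were higher on TDD, and 4 were called as higher and 1 as lower. Tha1 (chromosome 11, 117867952 to 117873481) rose from 18.4 ± 2.24 to 52.4 ± 14.8 CPM (SD, n = 5), a log2 fold change of 1.51 (standard error 0.20, q = 0.000104, edgeR's quasi-likelihood test), and Psat1 rose by 1.13 (standard error 0.23, q = 0.00312). Nos2 rose by 2.80 (standard error 0.72, q = 0.0137, edgeR), but its TDD mice were at 5.72, 8.11, 21.6, 76.1 and 2.26 CPM, and without the highest, TDD mouse 4, the log2 fold change was 1.54 and the call was lost (q = 0.0696, edgeR). It was also lost with limma-voom and with the 2 SPF groups fitted alone. Gnmt rose by 1.10 (q = 0.0218), and its call was lost without CD mouse 3, 4 or 5. Aldh18a1 (chromosome 19, 40550257 to 40588463) was lower, at 356.2 ± 61.5 CPM on CD and 144.3 ± 17.1 CPM on TDD (SD, n = 5; log2 fold change -1.30, standard error 0.13, q = 1.04e-05, edgeR). Asns (0.97, q = 0.00756) and Carns1 (0.92, q = 0.0432, a gene whose count is doubled in the deposited table) passed on q alone. Alas2, Bhmt, Azin2, Adssl1 and Il4i1 were not past the threshold, with q from 0.0735 to 0.309 (edgeR). Of these, limma-voom called Alas2 and Azin2. Without TDD mouse 1, Alas2 (-1.82), Bhmt (1.33), Carns1 (1.05) and Asns (1.10) were called, and without CD mouse 2, Azin2 (1.23), Adssl1 (1.05), Carns1 (1.09) and Asns (1.11) were. Asns was also called without TDD mouse 5 (1.06), and the change of Bhmt was 0.60 without TDD mouse 4. In ABX-treated mice none of the 12 was called, and Psat1 (0.95, q = 0.0403) and Tha1 (0.86, q = 0.0374, edgeR) passed on q alone. There, 5 of the 12 had an unadjusted p under 0.05.

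All 5 arachidonic acid genes were higher on TDD in SPF mice, and 3 were called, namely Pla2g2a (chromosome 4, 138831857 to 138835186; 18.8 ± 2.6 and 39.3 ± 6.1 CPM, SD, n = 5; log2 fold change 1.06, q = 0.013, edgeR), Pla2g5 (1.22, q = 0.01) and Cyp2j8 (1.80, q = 0.00781). Pla2g2a and Pla2g5 overlap in the annotation on opposite strands, so reads of one could have been counted for the other. The call of Pla2g5 was lost without TDD mouse 4 (0.92), and that of Pla2g2a without CD mouse 1 or TDD mouse 1 (0.99 without the latter). Cyp2c29 (1.95, q = 0.0975) and Cyp2e1 (0.77, q = 0.486, edgeR) were not called, but Cyp2c29 was with DESeq2 and without TDD mouse 1 (2.23), and the change of Cyp2e1 was 1.75 without CD mouse 2. None was called in ABX-treated mice, where 2 had an unadjusted p under 0.05. Adjusted over the list alone, 11 of the 12 and 4 of the 5 had q under 0.05 in SPF mice, and 3 and 0 in ABX-treated mice, where the paper's choice of the genes on these samples means that this is not independent evidence.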

SLC transporters are responsible for shuttling amino acids and nucleotides across cell membranes and may be upregulated to compensate for nutrient depletion during TDD feeding. 

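All 10 SLC genes of Figure S2F were higher on TDD in SPF mice, and 6 were called: Slc13a1, Slc13a2, Slc28a1, Slc47a1, Slc5a6 and Slc6a18. Slc13a2 (chromosome 11, 78397087 to 78422217) was at 140.6 ± 44.4 CPM on CD and 446.1 ± 42.3 CPM on TDD (SD, n = 5), a log2 fold change of 1.67 (standard error 0.25, q = 0.000283, edgeR's quasi-likelihood test). Slc13a1 rose by 1.65 (standard error 0.33, q = 0.00273), Slc6a18 by 2.34 (standard error 0.37, q = 0.000362), Slc47a1 by 1.22 (standard error 0.20, q = 0.000492) and Slc5a6 by 1.06 (standard error 0.16, q = 0.000227, edgeR), the last not past the limit on the fold change without TDD mouse 4 (0.98). The call of Slc28a1 (1.07, q = 0.043) held in 5 of the 20 fits that left out 1 mouse, with q from 0.0172 to 0.117 (edgeR), and it was lost with the 2 SPF groups fitted alone. Slc10a2 (1.32, q = 0.0679), Slc7a3 (1.04, q = 0.0524), Slc1a7 (0.87, q = 0.127) and Slc6a15 (0.68, q = 0.304, edgeR) were not called. DESeq2 called Slc10a2 and Slc7a3, the fit of the 2 SPF groups alone called Slc10a2, and without CD mouse 2 all 4 were called (1.56, 1.20, 1.19 and 1.21). Slc10a2 was also called without CD+ABX mouse 5 or TDD+ABX mouse 4, and Slc7a3 without CD mouse 3 or TDD mouse 2. In ABX-treated mice none was called and 3 had an unadjusted p under 0.05. Adjusted over the list alone, 9 of the 10 had q under 0.05 in SPF mice, which is not independent evidence for genes the paper chose on these samples. As a set the 10 genes differed between the settings by a median of 1.02 (limma's camera test, q = 3.94e-08; fry, q = 0.00448). Several were already higher on CD with antibiotics. Slc13a2 was then at 417.6 ± 167 CPM (SD, n = 5; log2 fold change of ABX against SPF on CD 1.57, q = 0.000821, edgeR), Slc13a1 at 62.9 ± 28.6 CPM (3.20, q = 6.65e-05) and Slc10a2 at 39.5 ± 27.2 CPM against 2.36 ± 1.02 CPM (4.07, q = 9.83e-05). Over all 304 tested solute carrier genes, 8 were called as higher and 1 as lower in SPF mice, with a median log2 fold change of 0.10 (camera, q = 0.0612; fry, q = 0.0394). The set of 304 passed with camera in 6 of the 20 fits, with the lowest q (0.0214) without CD mouse 4.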

In summary, dietary Trp deficiency acts via a complex microbiota to modify the immune compartment of the intestinal ileum.

### Tryptophan deficiency increases RORγt^+^ Treg cells and reduces Gata3^+^ Treg cells

Considering the profound changes observed in the transcription of genes involved in immune system processes that were microbiota dependent, in particular *Foxp3* and *ll2ra*, we next explored whether dietary Trp deficiency modulated intestinal Tregs. Immune profiling of the SI was performed at 1, 2, and 3 weeks of TDD feeding (Figure 3A). As early as 1 week following dietary Trp depletion, we observed an increase in the frequency of RORγt^+^ Treg cells and a concomitant decrease in Gata3^+^ Treg cells within the small intestinal lamina propria (si-LP), mesenteric lymph nodes (mLN), and colonic lamina propria (cLP) (Figures 3B–3D and S3B). These data together reveal opposing responses in Gata3^+^ Treg cells versus RORγt^+^ Treg cells to the same dietary perturbation, highlighting potentially antagonistic developmental programs analogous to those of effector T helper cell subsets.

Mechanistically, we considered two hypotheses to explain the increased RORγt^+^ Treg cell frequency observed following dietary Trp depletion: (1) microbial signals derived from a TDD might promote the *de novo* differentiation of RORγt^+^ Treg cells, and/or (2) provide mitogenic stimuli that drive the proliferation of pre-existing RORγt^+^ Treg cells. To test these hypotheses, we placed animals on CD or TDD for 3 weeks and assessed the activation and proliferation states of intestinal Treg cell populations. First, substantial increases in the activation state of Tregs isolated from the mLN were observed in TDD-fed mice (Figure 3E). And second, dietary Trp deficiency drove an early burst of proliferation within small intestinal RORγt^+^ Treg cells, which equilibrated over time (Figure 3F). Conversely, the proportion of Ki67^+^ proliferating cells in the Gata3^+^ Treg population was significantly reduced after 3 weeks on a TDD (Figure 3G). In summary, RORγt^+^ Treg cell expansion was driven by an acute proliferative response to signals induced by dietary Trp deficiency to establish a new homeostatic setpoint.

The first consideration to explain our findings was that Tregs are responding to overt inflammation induced by dietary Trp deficiency. To address this, we performed a comprehensive analysis of the intestinal immune compartment of Trp-deficient mice. No significant differences in the abundance of both RORγt^+^Foxp3^−^ Th17 cells and Gata3^+^Foxp3^−^ Th2 cells were detected, except for a slight increase in Th17 cells after 2 weeks of TDD feeding (Figure S3C). On investigation of CD4 T cell activation states in the mLN, mild increases in the frequency of activated CD4^+^FoxP3^−^ conventional T (cT) cells were observed (Figure S3D). We next looked at the capacity for cytokine production from si-LP CD4 T cells, where we observed an expected decrease in IL-17-producing CD4^+^ T cells, but no significant difference in interferon-g-producing CD4^+^ T cells after 3 weeks of TDD feeding. When examining the myeloid compartment, TDD did not alter the proportions of either CXCR3^+^ macrophages or DC populations (Figures S3F and S3G). Induction of RORγt^+^ Treg cells in response to TDD, therefore, was not secondary to overt host inflammation and was indeed the most robust and consistent phenotype observed in response to TDD feeding.

We next examined the effect of TDD feeding on the ILC compartment. This was particularly important, as AhR activity is required to intrinsically promote numbers and function of ILC3 and suppress ILC2 responses.^46,47^ Contrary to these AhR^−/−^ studies, no changes in numbers and function of ILC2 and ILC3 were observed in TDD-fed animals (Figures 3H and 3I).^46–48^ Instead, TDD feeding resulted in greatly reduced proliferative capacity of both ILC2 and ILC3 (Figure 3J). ILC3 require AhR ligands for their function and Tph1 (the rate-limiting enzyme for metabolism of tryptophan into serotonin) regulates ILC2 function and proliferation.^28^ Therefore, the proliferative defects in ILC3 and ILC2 could be explained by loss of AhR and Tph1 activity in the absence of dietary Trp respectively. Nevertheless, these data provide strong evidence that TDD does not precisely phenocopy AhR^−/−^ mice, but is a result of a combination of changes in the microbiota composition and microbial and host metabolites.

### Microbiota are required for Treg cell remodeling induced by dietary Trp deficiency

Tryptophan is metabolically modified by microorganisms to produce an array of bioactive molecules and several phyla of GI bacteria can induce RORγt^+^ Treg cells.^20,32,49–51^ Based on this literature and our transcriptional profiling data, we hypothesized that metabolites derived from Trp catabolism by bacteria could drive proliferation of RORγt^+^ Treg cells to alter their homeostatic setpoint in TDD-fed mice. CD- and TDD-fed mice were treated with ABX to remove the microbiota (Figures 4A and S4A). Consistent with previous observations,^20,49^ ABX treatment reduced RORγt^+^ Treg cell numbers in CD-fed mice. Notably, the elevated RORγt^+^ and decreased Gata3^+^ Treg cells observed in TDD diet fed mice was ablated by ABX treatment (Figures 4B–4E). Further, no changes in numbers of Th17, ILC3, or ILC2 were observed between control and ABX-treated animals (Figures S4B–S4D). However, the proliferative defect observed in ILC2 and ILC3 isolated from TDD-fed mice remained in ABX-treated mice, suggesting ILC2 and ILC3 proliferation is driven by host-derived Trp metabolism (Figures S4E and S4F). Therefore, we concluded that the Trp-deficient diet modified the microbial community and its metabolites to drive expansion of intestinal RORgt^+^ Treg cells at the expense of Gata3^+^ Treg cells and this was not due to deficiencies in ILCs after TDD feeding.

To further investigate whether specific groups of commensals are sufficient to drive expansion of RORgt^+^ Treg cells in response to TDD feeding, we used individual antibiotics that act on different classes of bacteria. CD- or TDD-fed mice were treated with either metronidazole, which targets anaerobes, vancomycin, which targets mainly gram-positive bacteria, and neomycin, which targets gram-negative bacteria.^52^ Individual administration of neomycin, vancomycin, and metronidazole were all sufficient to block the expansion of RORγt^+^ Treg cells in the absence of dietary Trp (Figure S4G), although metronidazole had an intermediate effect. These data suggest that RORγt^+^ Treg expansion observed was not secondary to general presence of intestinal bacteria, that instead TDD feeding alters a complex interplay between microbial species that cumulatively drive the RORγt^+^ Treg expansion seen in response to TDD feeding.

### Trp-deficient diet results in increased susceptibility to enteric bacterial infection and promotes expansion of RORγt^+^ Treg cells

Several reports have shown that RORγt^+^ Treg cells and Gata3^+^ Treg cells have non-redundant roles in controlling immune responses in the GI tract.^25,49,53,54^ Thus, it was important to establish how the remodeled population of gut Treg cells following TDD feeding responded to intestinal inflammation and whether this phenotype remained during an inflammatory response. We used a bacterial model of intestinal inflammation, *C. rodentium*, to investigate the Treg response to inflammation in TDD-fed animals. This model was chosen because RORγt^+^ Treg cells are reported to suppress the immune response to *C. rodentium*.^55^ Broadly, dietary Trp deficiency resulted in increased bacterial load in the feces and dissemination of bacteria to the liver and spleen at day 10 post-infection (Figures 5A and 5B), showing an inability of TDD-fed mice to control *C. rodentium* infection.

Numerous other factors regulated by Trp metabolites are essential for protection against *C. rodentium*, including ILC3 and Th17 function, and epithelial cell barrier integrity.^27,32,45,56^ Although we found minimal impact on these parameters in naive TDD-fed mice, we next examined the several immune parameters crucial for the control of *C. rodentium* that might be modulated by TDD feeding. Consistent with our earlier data in naive mice, at day 10 post-infection, TDD-fed mice had significantly expanded RORγt^+^ Treg cells with increased proliferation and reduced Gata3^+^ Treg cells (Figures 5C–5E). Surprisingly, the frequency of AhR-dependent Rorγt^+^FoxP3^−^ Th17 cells, essential for protection against *C. rodentium*, was increased in the siLPL and mLN of TDD-fed mice; however, IL-17 production from these cells in the colon, the site of infection, was reduced (Figure 5F). We next examined ILC3 function and numbers after *C. rodentium* infection. Although we did not see any differences in the frequencies of ILC3, nor changes in capacity for IL22 production, there was a drastic reduction in the number of proliferating ILC3 in the si-LP and colon after TDD feeding as observed in naive TDD-fed mice (Figures 5G–5I). This effect was most likely due to loss of AhR ligands available to ILC3 required for their proliferation.^48,57^

Although the effect of dietary Trp deficiency on the intestinal epithelium and the fitness of *C. rodentium* within the lumen itself cannot be ruled out as an explanation for increased susceptibility to infection, these data show that our model of dietary Trp deficiency—that uniquely drives the expansion of Rorγt^+^ T_regs_ and decrease of Gata3^+^ T_regs_—still occurs after inflammation.

### Dietary AhR ligands are sufficient to block Trp deficiency-driven Treg phenotype

Modification of Trp into AhR ligands is performed by several gut commensals such as *L. reuteri*, which we found were depleted after TDD feeding. We thus hypothesized that metabolism of Trp into AhR ligands by commensal bacteria was influencing levels of RORγt^+^ Tregs and Gata3^+^ Tregs in the GI tract. To test this hypothesis, we asked whether AhR signaling was sufficient to prevent dietary Trp deficiency from remodeling the Treg compartment. The potent AhR ligand, indole-3-carbinol (I3C), was supplemented into our Trp-deficient diet (Figure 6A). I3C provision had no effect on weight loss but was sufficient to restore intestinal RORγt^+^ Treg cells and Gata3^+^ Treg cells to control diet levels on a TDD background (Figures 6A–6D and S5A). To rule out the contribution of other host-derived Trp metabolites, we also investigated the role of serotonin replacement on Treg homeostasis in animals fed TDD (Figures S5B–S5E). We supplied serotonin into the drinking water of CD- and TDD-fed animals, which had no effect on the induction of RORγt^+^ Treg cells (Figures S5B–S5D) or weight loss (Figure S5E) in the absence of dietary Trp. Therefore, we concluded that AhR-reactive metabolites produced by the microbiota regulate the pool of RORγt^+^ and Gata3^+^ Treg cells, either directly or indirectly.

AhR is highly expressed in intestinal Treg populations (Figure 6E) and, indeed, several publications have implicated AhR signaling in regulating intestinal Treg populations.^25,49,58,59^ Treg-specific deletion of AhR results in a reduction of Tregs localized to the intestine,^58^ particularly peripherally induced Nrp^−^ (Rorγt^+^ and Rorγt^−^) Tregs. Interestingly, this phenotype was not observed in complete knockout mice or mice with AhR deleted in all T cells (CD4-Cre). To test whether the loss AhR signaling during TDD feeding was intrinsically required to mediate the expansion of Rorγt^+^ Tregs, *Ahr*^*fl*/*fl*^*Foxp3*^*YFP-Cre*^ and *Ahr*^*fl*/*fl*^CD4-Cre mice were placed on a TDD along with their appropriate controls for 3 weeks. Treg populations were assessed 2 weeks later (Figures S5F and S5G). Although induction of RORγt^+^ Tregs did not reach significance in the *Ahr*^*fl*/*fl*^*Foxp3*^*YFP-Cre*^ cohort, there was a trend toward increased RORγt^+^ Tregs in response to TDD feeding in both AhR-sufficient and -deficient Treg cells (Figure S5F). To further confirm that TDD feeding could induce RORγt^+^ Tregs independent of AhR expression, *Ahr*^*fl*/*fl*^CD4-Cre mice were also placed on a TDD and Tregs assessed. Here, AhR expression within T cells was not required to promote induction of RORγt^+^ Tregs (Figure S5G). Together, these findings indicate that AhR signaling is not acting directly within Tregs, but induction of RORgt^+^ Tregs is mediated through AhR signaling on other gut immune or epithelial cells to suppress Rorγt^+^ Tregs at steady state.

## DISCUSSION

Dietary Trp is an essential amino acid used by both the microbiota and the host to produce critical molecular regulators of homeostasis. Across different phyla, many gut bacterial species make the enzymes required for the synthesis and metabolism of Trp into critical secondary metabolites. For instance, *Lactobacillus reuteri* produces indole-3-lactic acid, which activates AhR to regulate immunological and physiological outcomes.^23,32,34,40^ Indole-3-lactic acid is one of many Trp metabolites whose regulation and function is unknown in the context of dietary Trp deficiency and immune cell metabolism. Notably, *L. reuteri* is strongly decreased in mice with TDD, so it is possible that *L. reuteri* produces one or more Trp metabolites that normally suppress Treg proliferation through AhR signaling. Another possible explanation is that altered microbial diversity in response to a Trp-deficient diet may promote biosynthesis of molecules that activate RORγt^+^ Treg cell proliferation. However, our findings showing reversal of these effects with I3C suggest that the presence of AhR ligands are inhibiting RORγt^+^ Treg cells.

In the context of the high complexity of microbial-derived Trp derivatives and microbial metabolism, our study shows that the metabolic consequence of dietary Trp depletion on the intestinal microbiota leads to a complete alteration of gut Treg homeostasis. This effect is strongest within the SI at the site of nutrient uptake, a unique finding compared with other reports showing the influence of microbial metabolites on colonic Tregs.^19–21^ Most notably, dietary Trp deficiency led to the dysregulation of commensal microbiota within the ileum and the subsequent expansion of RORγt^+^ Treg cells, an effect that depends on the presence of an intact microbiome. Complete reversal of the Treg phenotype induced by dietary Trp depletion was observed through provision of the AhR ligand, indole-3-carbinol, together suggesting that microbially derived AhR ligands inhibit the formation of RORγt^+^ Treg cells.

This report identifies a mechanism by which the microbiota and its metabolites suppress the generation of RORγt^+^ Treg cells. Thus, it is intriguing to speculate that maintenance of RORγt^+^ Treg cells is not only controlled by stimulatory metabolites such as bile acids and SCFAs, but a class of Trp derivatives, produced either by the microbiome or the host, that modulate the dynamic gut Treg compartment. Furthermore, it is evident that during diet-induced Trp deficiency, the expansion of RORγt^+^ Treg cells is at the expense of Gata3^+^ Treg cells. Do RORγt^+^ Treg cells take over the niche of Gata3^+^ Treg cells and thus Gata3^+^ Treg cells lose their fitness over time on a TDD? These findings bring to light the distinct biochemistry regulating the homeostatic control of RORγt^+^ and Gata3^+^ Tregs, which appear to carry out similar functions. Thus, different bacterial metabolic pathways are able influence the composition of the Treg cell population available in the SI to protect against aberrant inflammation. Provision or depletion of immune modifiers in the diet, such as Trp, likely represents a key axis between the microbiome and host to support symbiosis. Understanding the specific Trp derivatives or bacterial species that produce these metabolites that contribute to the balance of RORγt^+^ Treg cells and Gata3^+^ Treg cells in the context of Trp deficiency will be extremely valuable in designing therapies to modulate gut Tregs cells for the treatment of intestinal inflammatory disorders.

### Limitations of the study

Although we have not been able to address the precise cellular mechanism of how AhR activity is regulating intestinal Treg cell subsets in the current study, our data using Treg and T cell-specific AhR conditional knockout animals appear to indicate that AhR ligands are likely acting via a T cell-extrinsic mechanism. While certainly an interesting area for future investigation beyond the scope of the current study, several complex crosses (e.g., *Ahr*^*fl*/*fl*^Villin-Cre or *Ahr*^*fl*/*fl*^CD11c-Cre) could be performed to identify the specific cell type AhR ligands are acting on to drive the observed RORγt^+^ Treg cell expansion phenotype following TDD feeding. Further, while our data clearly demonstrate that animals on a TDD are less able to control *C. rodentium* infection, we note that there are likely several interactions occurring simultaneously between the microbiome, immune system, and intestinal ecosystem that cannot solely be explained by an expansion of RORγt^+^ Treg cells. To this end, dietary Trp deficiency may impact several components of the intestinal microenvironment and microbial niches, potentially altering the ability of *C. rodentium* to survive and thrive in the intestine—in a manner independent of the contribution RORγt^+^ Treg cells have on intestinal immunity. In addition, although our current study has not directly addressed the functional role of intestinal RORγt^+^ Treg cells, we believe that future work using mice wherein RORgt^+^ or Gata3^+^ Treg cells can be specifically depleted will provide further insight into the relative importance of individual intestinal Treg cell subsets. Such model systems could also be used to uncover the different suppressive functions of intestinal Treg cell subsets at steady state and their individual roles following challenge with various intestinal pathogens.

## STAR*METHODS

Detailed methods are provided in the online version of this paper and include the following:

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Nicholas Arpaia ().

#### Materials availability

All reagents generated or used in this study are available on request from the lead contact with a completed materials transfer agreement. Information on reagents used in this study is available in the key resources table.

### Data and code availability

- RNA sequencing and 16S rRNA sequencing data have been deposited on the publically available (https://www.ncbi.nlm.nih.gov/sites/GDSbrowser/) GEO: GSE222818 and the NCBI BioProject: PRJNA925292 (http://www.ncbi.nlm.nih.gov/bioproject/) databases, respectively. Accession numbers are listed in the key resources table.
- This paper does not report original code. References to all code used are available in the method details section.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mouse strains

Mice were housed and bred in a specific pathogen-free (SPF) barrier facility at Columbia University Irving Medical Center (CUIMC): Wild-type C57BL/6NJ mice were purchased from The Jackson Laboratories, *Ahr*^*fl*/*fl*^ mice^61^ were provided by Richard Blumberg, Harvard Medical School, CD4-Cre, *Foxp3*^*YFP-Cre*^ and *Foxp3*^*GFP*^ mice have been previously described.^62–64^ On arrival to CUIMC, 5–6 week old C57BL/6NJ mice were supplied with dirty bedding from SPF animals bred at CUIMC to normalize microbiota among cages. Cohorts of sex and aged matched 6–10-week-old females (unless otherwise specified) were randomly assigned to experimental groups. Sample sizes were determined from previous experience, existing literature, and statistical power calculations. All mouse experiments were conducted according to USA Public Health Service Policy of Human Care and Use of Laboratory Animals. All protocols are approved by the Animal Care and Use Committee of CUIMC.

#### Diets

Breeding animals were fed breeder chow and F1 offspring were weaned onto standard chow. At 6–8 weeks of age, animals were placed on a control TestDiet Baker’s Amino Acid Diet, 5CC7, with Phylloquinone replacing Menadione as Vitamin K source (see Table 1 for complete diet makeup). After 1–2 weeks, animals were divided into Control or Tryptophan deficient (No Trp) groups. Animals in the No Trp groups were switched to Baker’s Amino Acid Diet with no Tryptophan added. Animals were maintained on these diets for 1–4 weeks. For Indole-3-Carbinol (I3C) supplementation, 200PPM of I3C (sigma) was added to Control and No Trp diets and animals were maintained on this diet for 3 weeks. All diets were manufactured and irradiated by TestDiet.

#### Antibiotic treatment and supplementation of 5-HT

Mice were treated with the following antibiotics in their drinking water: Ampicillin (Sigma-Aldrich) 0.5 g/L; Vancomycin (Gold-Bio) 0.25 g/L; Metronidazole (Sigma-Aldrich) 0.5 g/L; Neomycin 0.5 g/L (Sigma-Aldrich); Gentamycin (Gold-Bio) 0.5 g/L together (AVMNG) or separately at 1 g/L. Drinking water was further supplemented with 2% w/v sucrose for palatability. Water was provided ad libitum for duration of experiment and replaced every 3–4 days to prevent fungal outgrowth and maintain efficacy of the antibiotics. For 5-HT treatment, water was supplemented with 25ug mL^−1^ of 5-HT (Sigma-Aldrich). Water was provided ad libitum for 3 weeks.

### METHOD DETAILS

#### *C. rodentium* infection

8-week-old SPF C57Bl/6 mice were fed CD or TDD diets for 1 week (5 mice per group). The day prior to inoculation, individual colonies of C.rodentium were grown overnight in Luria Bertani (LB). The following day, CFU was measured by OD600 and adjusted to a concentration of 10^10^ CFU/mL. Treated mice were gavaged with 200uL of culture or 2 3 10^9^ CFU of *C.rodentium*. Mice were sacrificed on day 10 of infection. To measure CFU levels in the spleen, liver and feces, tissue was weighed and diluted in appropriate concentration of PBS prior to homogenisation. Serial dilutions of homogenates were then plated on MacConkey agar and incubated overnight. Colonies were then counted to determine CFU/g tissue. Further, colon, terminal ileum and mLN were excised and lymphocytes isolated according to tissue lymphocyte isolation protocol. To elicit cytokine production, lymphocytes were incubated with PMA/Ionomycin (50 ng/mL, 500 ng/mL respectively) and 20ng IL-23 in the presence of Brefaldin A (1 μg/mL) for 3 h. Cells were then stained with the relevant fluorescent antibodies and subject to flow cytometry analysis.

#### 5-HT measurements

Feces were weighed and homogenized in 50 mg/mL enzyme-linked immunosorbent assay (ELISA) standard buffer supplemented with ascorbic acid. Homogenate was then diluted accordingly, and serotonin levels detected by ELISA according to manufacturer’s instructions (Eagle Biosciences).

#### Tissue lymphocyte isolation

For lymphocyte isolation from the GI tract, 12.5 cm of the terminal ileum or the entire colon was excised. Peyers’ patches were removed, and intestinal tissue cut longitudinally, cleaned, and chopped into small pieces. To remove the epithelial layer, intestinal pieces were then placed in “dissociation buffer” containing 5mM EDTA, 2% FCS in PBS and incubated at 37°C for 20 min with shaking. Tissue the incubated with shaking for 45 min in “digestion buffer” containing Collagenase III (Worthington) 1.5 mg/mL, Dispase (Gibco) 0.4 U/mL and DNAase I (Sigma-Aldrich) 0.2 ug/mL in 10% cRPMI followed by 40% Percoll gradient (GE Healthcare). MLN and spleens were removed, and single cell suspensions were prepared by mechanical disruption. For CD4 T cell isolation, the Dynabeads Flowcomp CD4 kit (Fisher Scientific) was used according to the manufacturers protocol.

#### Flow cytometry and cell sorting

Dead cells were excluded by either the fixable Ghost Dye Red 780 (Tonbo Biosciences) or SYTOX Blue Nucleic Acid stain (Invitrogen) for live cell sorting. For flow cytometry, along with anti-CD16/CD32 antibody, the following surface staining monoclonal antibodies were used. Lineage positive cells were excluded to reveal ILC subsets using CD3ε (145-2C11), CD5 (5–7.3), CD19 (6D5), FcεR1 (MAR-1), CD11b (M1/70) and CD11c (N418). For further characterization and delineation of T cell subsets, CD45 (30-F11), NK1.1 (PK136), NKp46 (29A1.4), TCRβ (H57-597), CD4 (RM4–5), IL-7Rα (A7R34) were used. The FoxP3/Transcription Factor staining buffer kit (Tonbo) was used for intracellular staining of FoxP3 (FJK-16s), RORγt (AFKJS), Gata3 (TWAJ), Ki67 (SolA15), IL-17 (Bio17B7) and IL-22 (IL22JOP). All antibodies were purchased from either eBioscience, Biolegend or BD. ILCs were identified as lineage negative (CD3ε, CD5, CD19, FcεR1, CD11b and CD11c)^−^, IL-7Rα^+^ and Gata3^high^ RORγt^−^ (ILC2) or Gata3^Int^ RORgγ^+^ NKp46^+/−^. Tregs were identified as NK1.1^−^TCRβ^+^CD4^+^ FoxP3^+^ and further sub-grouped into Gata3^+^ or RORγt^+^ populations, while Th17 cells were identified as NK1.1^−^TCRb^+^CD4^+^FoxP3−Rorγt^+^ cells.

Flow cytometry was acquired on a custom-configurated LSRFortessa (BD Biosciences) and the FACs Diva software or on a ZE5 Cell analyser (BIO-RAD) and Empress software. All data were analyzed with FlowJo V10.6.1 software (TreeStar). Sort-purified cells were obtained using a FACSAria cell sorter (BD Biosciences).

#### Quantitative PCR analysis of Tregs

CD4 T cells were purified from the spleen using the Dynabeads FlowComp Mouse CD4 Kit and Lamina-propria lymphocytes were isolated from the small intestine of *Foxp3*^*GFP*^ mice. Cells were stained for viability, CD4 and TCRb and sorted on CD4^+^, TCRb^+^, FoxP3-YFP^+^ cells using a FACs Aria. Cells were sorted directly into TRIzol reagent. RNA was purified using phenol-chloroform extraction, and concentration and quality determined using a nanodrop. RNA was first reverse-transcribed to cDNA using qScript cDNA SuperMix (QuantaBio) following the manufacturers protocol. For qPCR, the target gene *Ahr* (F 5′-TCCATCCTGGAAAT TCGAACC-3′; R 5′-TCTTCATCCGTCAGTGGTCTC-3′)was quantified and normalized to the housekeeping gene Hprt (F 5′-CTGGTGAAAAGGACCTCTCGAAG-3′; R 5′-CCAGTTTCACTAATGACACAAACG-3′) using the 2–ΔΔCT method.

#### Quantitative analysis of *L. reuteri*

Ileum intestinal contents or feces were collected and frozen at −80°C. DNA was isolated using phenol-chloroform extraction as previously described in (Farkas et al. 2015). Total DNA concentration was measured using a NanoDrop and normalized across samples. The relative abundance of *L. reuteri* was determined by quantitative PCR using a BioRad CFX384 RealTime System and Syber Green reagent. Cycling conditions were 95C for 10 min, 95°C for 15 s and 60°C for 60 s for 40 cycles: melting curve 60°C–95°C. The following *L. reuteri* specific primers were used – 5′-ACCGAGAACACCGCGTTATTT-3′ (Fwd); 5′-CATAACTTAACCTAAACAAT CAAA-3′ (Rev). L. reuteri CT values were normalized to total bacteria (Eubacteria) using 16S rDNA primers 5′-ACTCCTACGGGAGG CAGCAG-3′ (Fwd); 5′-ATTACCGCGGCTGG-3′ (Rev) using the 2–ΔΔCT method.

#### 16S rRNA microbiome analysis

Small intestinal contents were collected from the terminal ileum by gently squeezing out the contents with a sterile tip. Feces and ileal contents were frozen at −80 for storage. DNA was extracted using the Mo-Bio MagAttract PowerSoil kit. The V3-V4 regions of the 16S rDNA gene were PCR amplified using individually barcoded primers on the MiSeq V3 2×300 platform.

For generating amplicon sequence variant table (ASV) table ASVs, Divisive amplicon denoising algorithm version 2 (DADA2 1.12.1)^66^ was used for quality-filtered, trimmed, error correction, exact sequence inference, chimera removal. Taxonomic classification was performed using a native naïve RDP Bayesian classifier against the Greengenes database (97% cutoff). The table was imported into R 3.6.1 to analyze for β-diversity (unifrac) and were performed using a function of the phyloseq v1.28.0 package.^67^ Differential abundance analysis for bacterial ASVs was performed using DESeq2.^68^ The p values were adjusted using the Benjamini-Hochberg method for controlling the false discovery rate.

#### RNA sequencing analysis

For RNA sequencing analysis 7-week-old female SPF or ABX-treated C57BL/6 mice were fed CD or TDD for 3 weeks. At endpoint, a 0.5 cm of small intestinal ileum tissue was cut 2cm from the base of the cecum. Tissue was opened longitudinally, briefly washed in ice-cold PBS prior to snap freezing in liquid nitrogen. Frozen tissue was homogenized, and RNA extracted using the Qiagen RNEasy miniprep kit as per the manufacturer protocol. RNA concentration was measured using a bioanalyzer. RNA-sequencing was performed at the JP Sulzberger Columbia Genome Center. Poly-A^+^ mRNAs were enriched from total RNA using oligo d(T) beads, followed by cDNA library construction. Libraries were then sequenced using an Illumina NovaSeq 6000. Sequencing delivered 40 million reads per sample on average. Reads were aligned to the *Mus musculus* reference transcriptome (Mouse:GRCm38) using kallisto (0.44.0). Differential expression analysis was performed using the integrated web application iDEP.91.^65^ Genes expression was called with 0.5 counts per million. Differentially expressed genes were called using an FDR cutoff of 0.05 with a minimal fold change of 2. Pathway analysis was carried out using STRING and metascape online analysis software.

#### CE-TOFMS analysis

Fecal samples were snap frozen and sent to Human Metabolome Technologies (HMT). At HMT, samples were mixed with 50% acetonitrile in water (v/v) containing internal standards (10 μM) and homogenized and filtrated through 5-kDa cut-off filter (ULTRAFREE-MC-PLHCC, Human Metabolome Technologies, Yamagata, Japan) to remove macromolecules. The filtrate was centrifugally concentrated and resuspended in 50 μL of ultrapure water immediately before the measurement. The compounds were measured in the Cation and Anion modes of CE-TOFMS based metabolome analysis.

Peaks detected in CE-TOFMS analysis were extracted using automatic integration software (MasterHands ver. 2.17.1.11 developed at Keio University) to obtain peak information including m/z, migration time (MT), and peak area. The peak area was then converted to relative peak area and the peak detection limit was determined based on signal-noise ratio; S/N = 3. Metabolites were then assigned from HMT’s standard library and Known-Unknown peak library based on m/z and MT. The tolerance was ±0.5 min in MT and ±10 ppm in m/z. If several peaks were assigned the same candidate, the candidate was given the branch number. Hierarchical cluster analysis (HCA) and principal component analysis (PCA) were performed by statistical analysis software (developed at HMT). The profile of peaks with putative metabolites were represented on metabolic pathway maps using VANTED (Visualization and Analysis of Networks containing Experimental Data) software. Hierarchical cluster analysis (HCA) and principal component analysis (PCA) were performed by statistical analysis software (developed at Human Metabolon Technologies).

### QUANTIFICATION AND STATISTICAL ANALYSIS

p value datasets were determined by paired or unpaired Student’s t-test with 95% confidence interval. Normal distribution was assumed. For metabolomic analysis where equal variances could not be assumed, Welch’s correction was performed. Statistical tests were performed with GraphPad V8 software (GraphPad software inc).

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
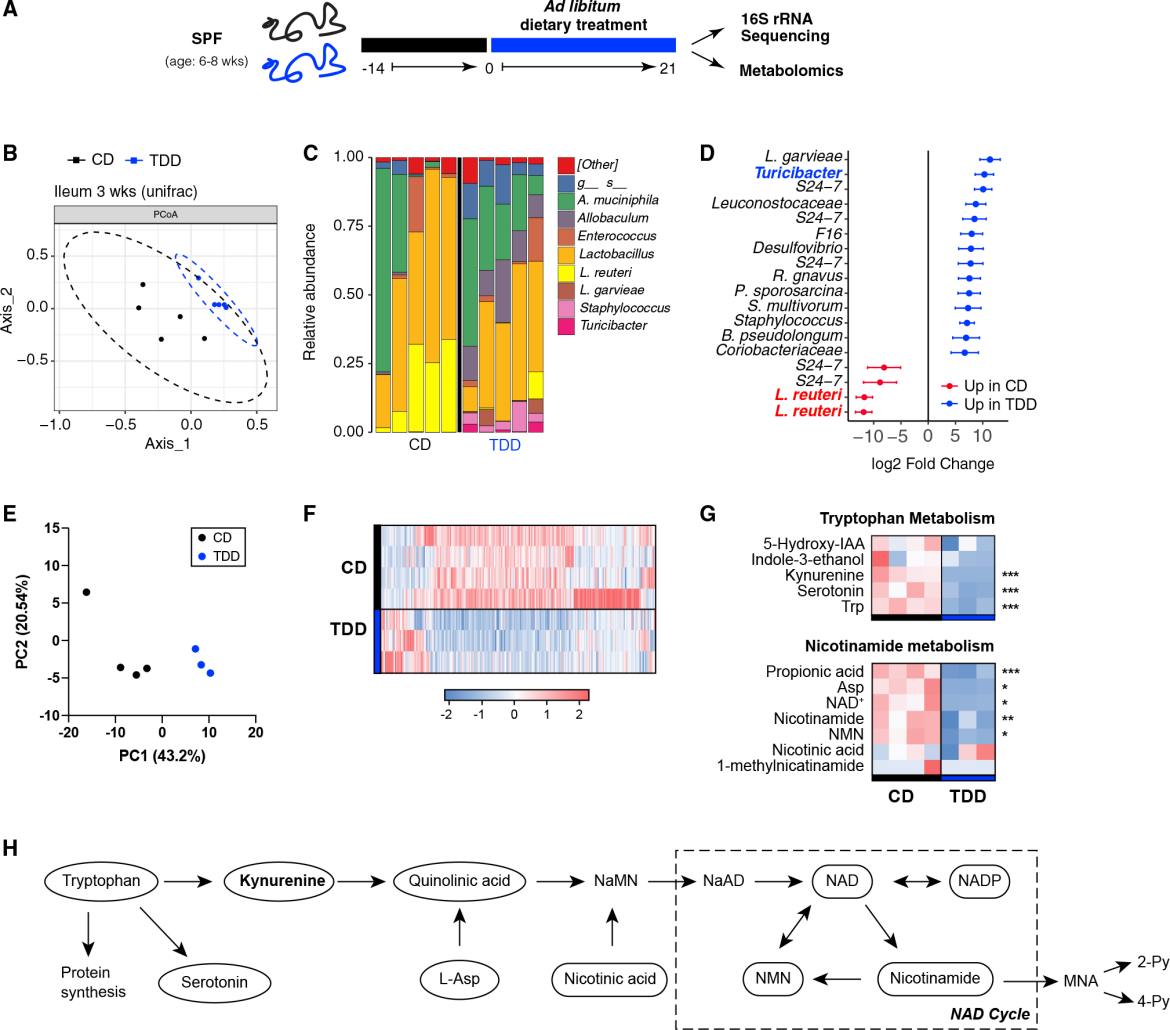
A Trp-deficient diet changes the ileal microbiota and fecal metabolome SPF mice were fed Bakers Amino Acid diet (CD) for 1–2 weeks, then placed on Bakers Amino Acid diet without Trp (TDD) for 3 weeks. (A) Ileal contents and/or feces were collected followed by 16S rRNA sequencing and CE-TOFMS metabolite analysis. (B) A Bray-Curtis PCoA plot representing the differences in the beta diversity of bacterial communities in the ileum of SPF mice fed CD or TDD. (C) Relative abundance of main bacterial genus detected within the ileum of SPF mice fed CD or TDD at 3 weeks. (D) Forest plot that shows Log_2_FC of the most differentially abundant taxa within the ileum of SPF mice fed CD compared with those fed TDD. Data are representative of two experiments (n = 4–5 mice per group/experiment); error bars represent SD. (E) Unbiased metabolite analysis was carried out in the stool of animals fed CD or TDD using CE-TOFMS (E–H) and principal-component analysis of detected metabolites is shown in (E). (F) Differentially abundant known putative metabolites were detected and shown as a heatmap in (F). (G) Heatmaps of selected metabolites identified in the stool of SPF mice fed CD or TDD that are involved in tryptophan metabolism (upper) and nicotinamide metabolism (lower). (F) is a schematic representation of pathways of Trp metabolism. p values in (F) and (G) were computed by Welch’s t test. (*<0.05, ^**^<0.01, ^***^<0.001). Heatmaps were generated using standardized value of relative area in detected peaks. Data are from one independent experiment (n = 3–4 mice/group). CD, control diet; CE-TOFMS, capillary electrophoresis time-of-flight mass spectrometry; TDD, Trp-deficient diet. See also (Figure S1).

**Figure 2.**
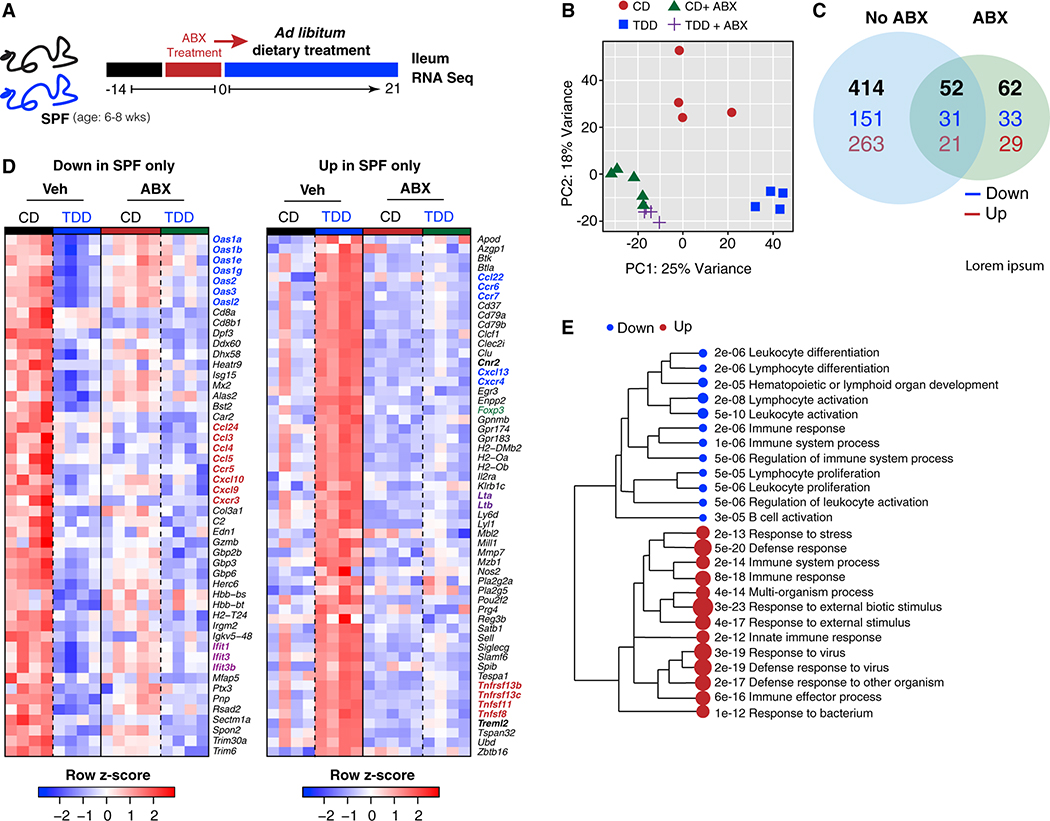
Dietary Trp deficiency profoundly alters ileal gene expression networks in a microbiota-dependent manner (A–C) SPF and antibiotics (ABX)-treated mice were fed CD or TDD for 3 weeks and transcriptional analysis was performed on the terminal ileum (A). Shown in (B) is a principal-component analysis (PCA) plot of gene expression within the ileum of SPF or ABX-treated mice fed a CD or TDD. Lists of differentially expressed genes were generated between groups (q < 0.05) and shown in (C) as a Venn diagram representing the intersection of differentially expressed genes in SPF mice fed CD versus TDD and ABX-treated mice fed CD versus TDD (black is total number of differentially expressed genes, blue is downregulated genes, and red is upregulated genes). GO term enrichment analysis of biological process was carried out on differentially expressed genes between CD versus TDD. (D) Heatmap of downregulated genes (left) and upregulated genes (right) within the GO term immune system process CD versus TDD. (E) Statistically significant GO term enrichment analysis of biological process carried out using the list of differentially regulated genes in SPF mice only. Respective dot size and numbers represent relative and actual p values. Data are from one experiment, n = 4–5 mice per group. ABX, pre-treated with antibiotics (ampicillin, gentamycin, vancomycin, metronidazole, and neomycin) to deplete microbiota; CD, control diet; SPF, specific pathogen free; TDD, Trp-deficient diet. See also Figure S2.

**Figure 3.**
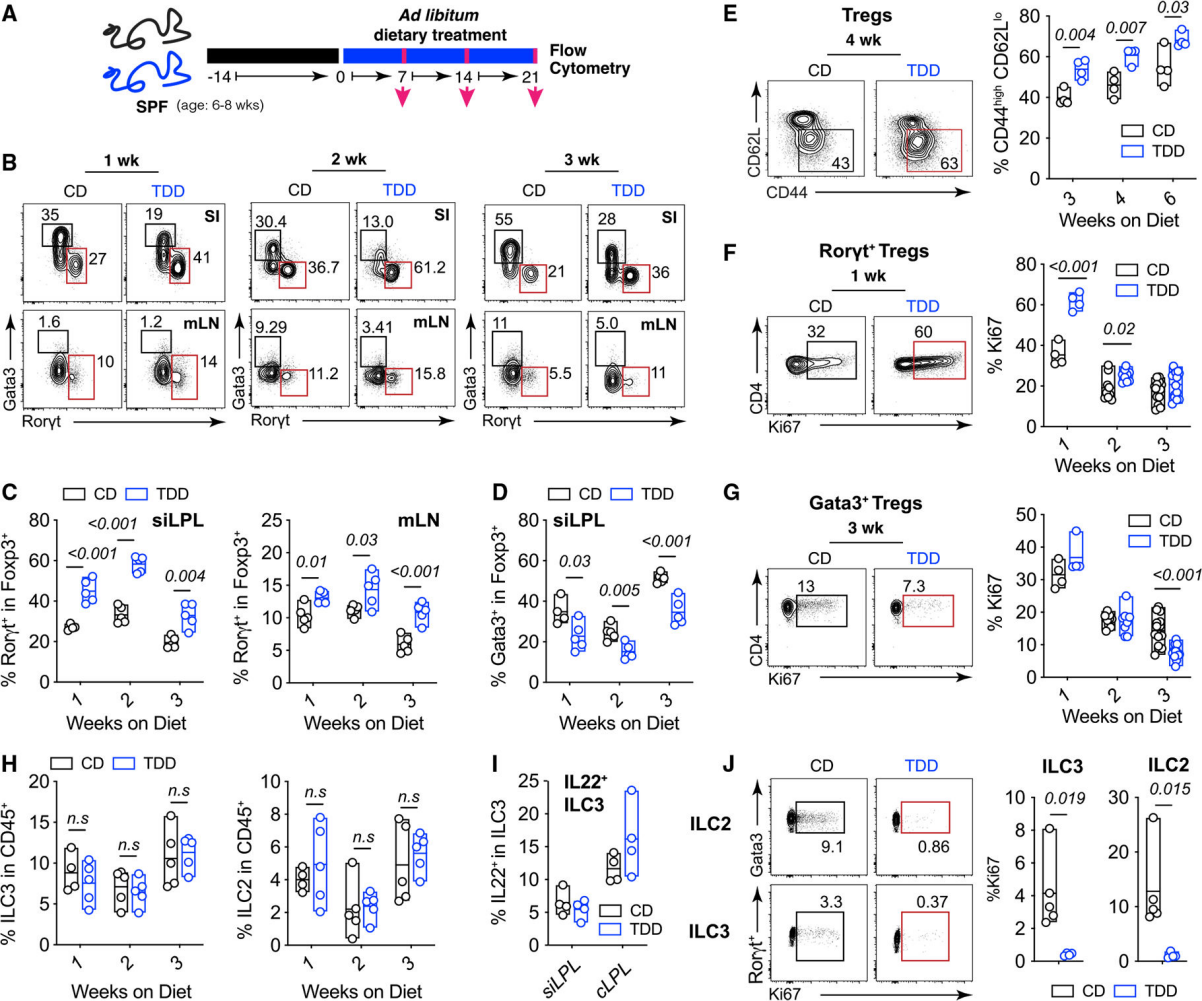
Dietary Trp deficiency drives expansion of intestinal RORγt^+^ Treg cells and loss of Gata3^+^ Treg cells (A) SPF mice were fed CD for 2 weeks, and switched to TDD for 1, 2, or 3 weeks. (B) Representative FACs plots and frequencies of Treg populations (gated on TCRb^+^NK1.1^−^CD4^+^Foxp3^+^ cells) in the indicated organs after 1, 2, and 3 weeks on a CD or TDD diet. (C and D) Quantification of mean (±min/max) frequencies of RORγt^+^ (C) and Gata3^+^ (D) Treg cells isolated from the siLPL and mLN of mice fed control (black) or Trp-deficient diets (blue) for the indicated timepoints. Data are representative of at least two independent experiments (n = 3–5 mice/group). (E) A representative FACs plot of CD44 versus CD62L expression within Tregs isolated from the mLN at the indicated timepoints after TDD feeding. (F and G) Representative FACs plots (left) and frequencies (right) of Ki67-positive cells within RORγt^+^FoxP3^+^ T cells (F) and Gata3^+^FoxP3^+^ T cells (G) at the indicated timepoints. Data are representative of at least two independent experiments where n = 3–5 mice per group. Weeks 2 and 3 in (F) and (G) are pooled from two independent experiments. (H–J) Numbers and function of ILC populations isolated from CD- and TDD-fed mice. Frequency of ILC3 (RORγt^+^ Lin^Neg^) (left) and ILC2 (Gata3^+^ Lin^Neg^) (right) within CD45^+^ si-LP lymphocytes are shown in (H). (I) is frequency of IL22^+^ ILC3 isolated from the si-LP after 3 weeks on CD or TDD and re-stimulated with PMA/ionomycin and IL-23 for 3 h. Representative plots of Ki67^+^ ILC2 (top) and Ki67^+^ ILC3 (bottom) isolated from the siLPL of CD- and TDD-fed mice are shown in (I). Frequencies are enumerated on the right. Data are representative of at least three independent experiments, where n = 3–5 mice per group. Statistical analysis was performed using two-tailed Student’s t test. Floating bars are min to max, and line is at mean. SPF, specific pathogen free; CD, control diet; mLN, mesenteric lymph node; siLPL, small intestinal lamina propria; TDD, Trp-deficient diet. See also Figure S3.

**Figure 4.**
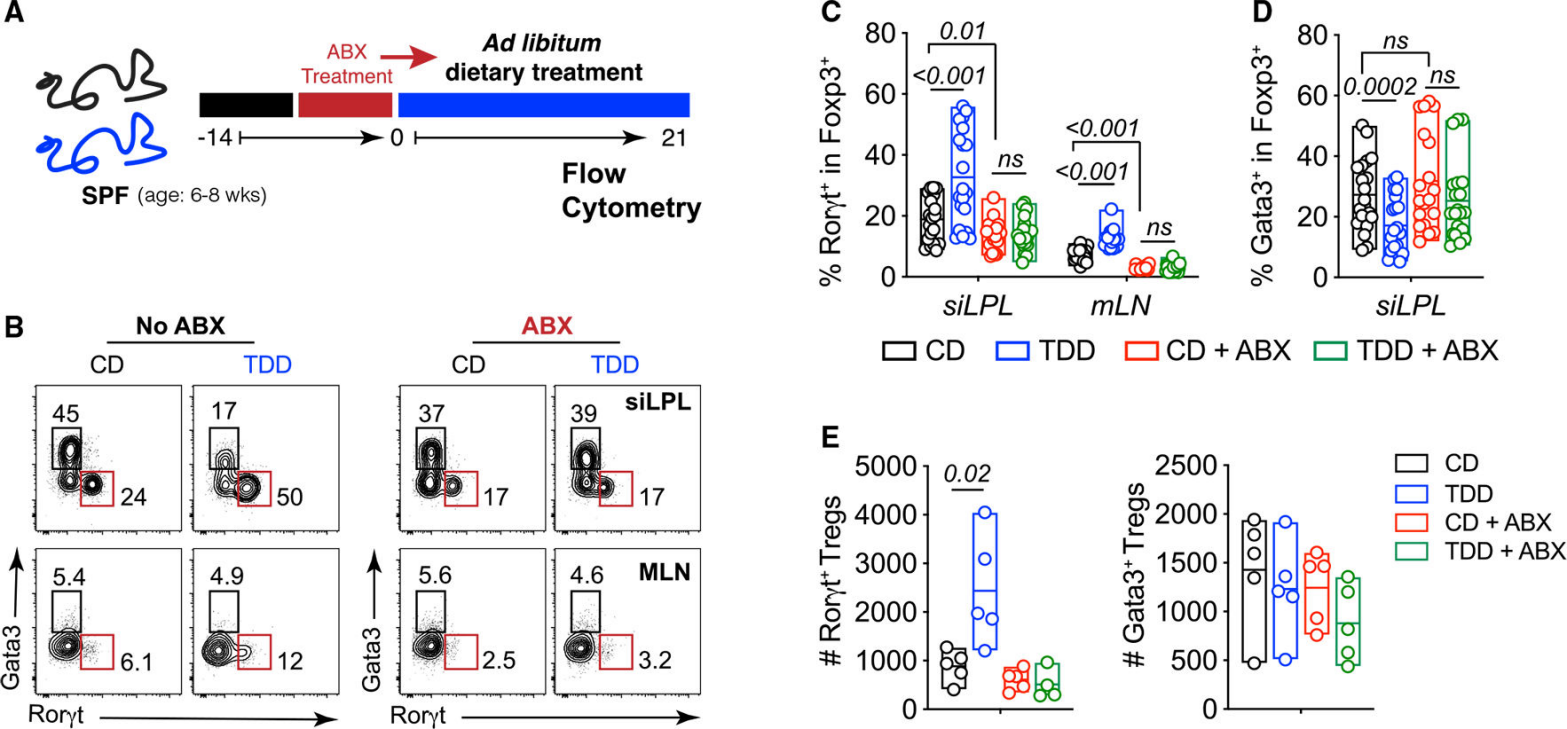
Microbiota mediates the Treg cell changes induced by Trp-deficient diet (A) Schematic for experimental setup. (B) Representative plots and frequencies of Treg populations (gated on TCRb^+^NK1.1^−^CD4^+^Foxp3^+^cells) isolated from SPF (no ABX) or ABX-treated mice fed a CD or TDD as in (A). (C–E) Frequencies (C and D) and numbers (E) of RORγt^+^ Treg cells and Gata3^+^ Treg cells from the indicated organs treated as in (A). Data in (C and D) are pooled from three of four independent experiments (n = 4–5 mice per group). Statistical analysis was performed using two-tailed Student’s t test. Floating bars show min to max, and line is at mean. ABX, pre-treated with antibiotics (ampicillin, gentamycin, vancomycin, metronidazole, and neomycin) to deplete microbiota; CD, control diet; mLN, mesenteric lymph node; siLPL, small intestinal lamina propria; SPF, specific pathogen free; TDD, Trp-deficient diet. See also Figure S4.

**Figure 5.**
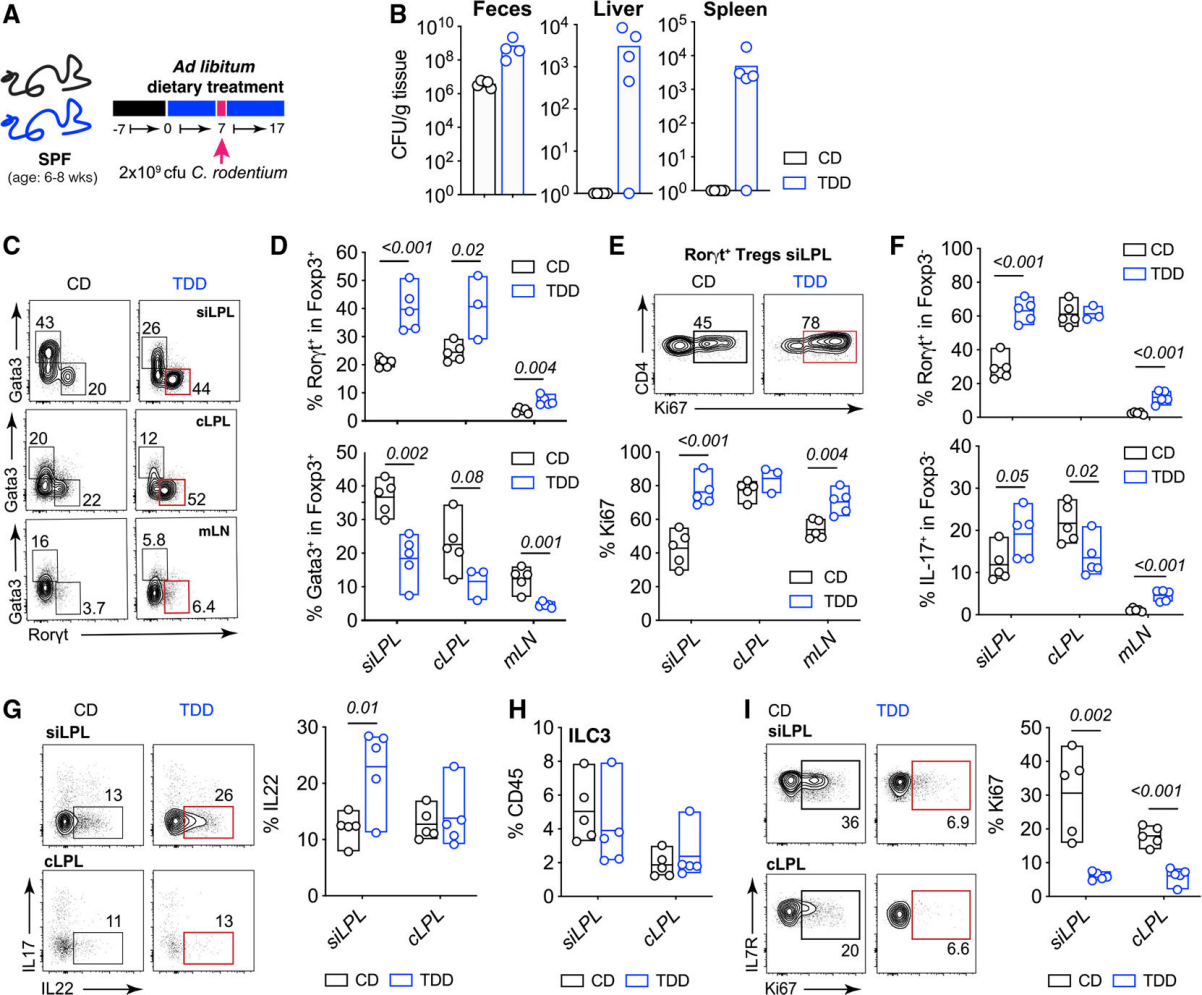
Trp-deficient diet-induced RORγt^+^ Treg cells remain expanded after enteric bacterial infection and result in increased susceptibility to disease (A) SPF mice were fed CD or TDD for 1 week and gavaged with 2 × 10^9^ CFU of *C. rodentium*. (B) Bacterial load in feces, liver, and spleen at day 10 post *C. rodentium* infection on the indicated diets. (C) Data show representative FACs plots and frequencies of Treg populations (gated on TCRb^+^NK1.0031^−^CD4^+^Foxp3^+^cells) isolated from indicated organs and treated as (A). (D) Frequencies of RORγt^+^ (upper) and Gata3^+^ (lower) Treg cells isolated from the siLPL, cLPL, and mLN of mice treated as in (A). (E) Representative FACs plots of CD4 vs Ki67 (upper) and quantification of the frequencies (lower) of Ki67^+^ cells within RORγt^+^FoxP3^+^ Treg cells isolated from the siLPL, cLPL, and mLN at day 10 post *C. rodentium* infection on the indicated diets. (F) Data are frequencies of RORγt^+^ conventional T cells (gated on TCRb^+^NK1.1^–^CD4^+^Foxp3^−^ cells) (upper) and frequencies of interleukin (IL)-17-producing cells (gated on TCRb^+^NK1.1^−^CD4^+^Foxp3^−^) and re-stimulated with PMA/ionomycin together with IL-23 for 3 h (lower). (G) Representative plots and frequencies of IL-22-producing cells within Lin^Neg^, CD127^+^ Rorγt^+^ ILC3 stimulated as in (F). (H) Data show frequency of Lin^Neg^, CD127^+^ Rorγt^+^ ILC3 among CD45^+^ lymphocytes isolated from the si-LP and cLP of CD- or TDD-fed mice at day 10 post *C. rodentium* infection. (I) Representative plots show frequencies of Ki67^+^ cells within ILC3 isolated from the si-LP and cLP of CD- and TDD-fed mice on day 10 post *C. rodentium* infection. Data are representative of two to three independent experiments where n = 4–5 mice per group. Statistical analysis was performed using two-tailed Student’s t test. Floating bars show min to max, and line is at mean. CD, control diet; CFU, colony-forming units; cLPL, colon lamina propria; mLN, mesenteric lymph node; siLPL, small intestinal lamina propria; SPF, specific pathogen free; TDD, Trp-deficient diet.

**Figure 6.**
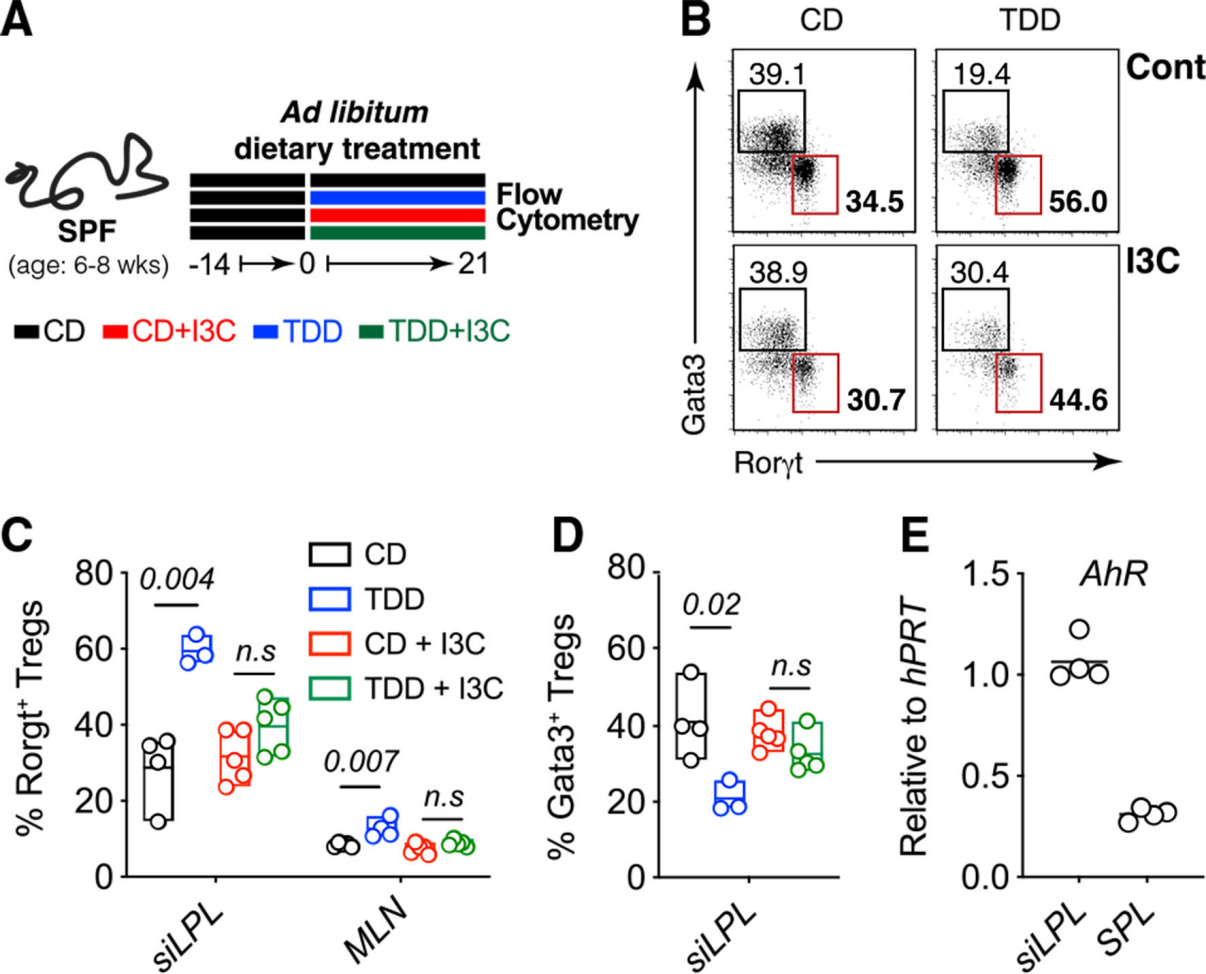
Supplementation with I3C on a Trp-deficient background is sufficient to normalize Treg cell populations (A) SPF mice were fed CD, TDD, CD + 200 ppm I3C or TDD diet + 200 ppm I3Cfor 3 weeks. (B) Representative plots and frequencies of Treg populations (gated onTCRb^+^NK1.1^−^CD4^+^Foxp3^+^cells) in the si-LP isolated from animals treated as indicated. (C and D) Frequencies of RORγt^+^ Treg cells (C) and Gata3^+^ Treg cells (D) within Foxp3^+^ Tregs isolated from the indicated organs of animals fed the indicated diets. Data are representative of two independent experiments (n = 4 mice per group). (E) Relative *AhR* expression (to *hPRT*) within TCRβ^+^CD4^+^Foxp3^–^GFP^+^ Treg cells sorted from the si-LP and spleen of FoxP3-GFP reporter mice. Statistical analysis was performed using two-tailed Student’s t test. Floating bars show min to max, and line is at mean. CD, control diet; I3C, indole-3-carbinol; mLN, mesenteric lymph node; siLPL, small intestinal lamina propria; TDD, Trp-deficient diet. See also Figure S5.

**Table 1.** Control and tryptophan-deficient diet ingredients

Ingredient	Control (%)	No Trp (%)

Corn starch	41.7824	41.7824

Sucrose	25.9000	25.9000
Baker Amino Acid Premix	16.00	16.00

Arginine	0.83	0.83
Histidine	0.49	0.49
Isoleucine	0.80	0.80
Leucine	1.20	1.20
Lysine	1.10	1.10
Methionine	0.60	0.60
Cystine	0.40	0.40
Phenylalanine	0.80	0.80
Tyrosine	0.40	0.40
Threonine	0.78	0.78
Tryptophan	0.20	0.000
Valine	0.80	0.80
Alanine	1.00	1.00
Aspartic Acid	1.00	1.00
Glutamic Acid	1.00	1.00
Glycine	0.99	0.99
Proline	1.00	1.00
Serine	1.00	1.00
Taurine	0.00	0.00

Baker Amino Acid Mineral Premix	10.000	10.000

Corn oil	5.000	5.000

Sodium bicarbonate	1.000	1.000

Baker Amino Acid Vitamin Premix w/Phylloquinone	0.2000	0.2000

Choline chloride	0.1000	0.1000

Ethoxyquin (a preservative)	0.0136	0.0136

DL-alpha Tocopheryl acetate (vitamin E)	0.0046	0.0046

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

Purified anti-mouse CD16/CD32	Tonbo	Cat#70–0161; RRID: AB_2621487
BV786 Rat Anti-Mouse CD45	BD Biosciences	Cat#564225; RRID: AB_2716861
anti-mouse Fc epsilon Receptor I alpha biotin	BioLegend	Cat#134303; RRID: AB_1626100
anti-mouse CD5 biotin	BioLegend	Cat#100603; RRID: AB_312732
anti-mouse CD19 biotin	BioLegend	Cat#115503; RRID: AB_313638
anti-mouse CD3e biotin	BioLegend	Cat#100303; RRID: AB_312668
anti-mouse NK1.1 BUV395	BD Biosciences	Cat#564144; RRID: AB_2738618
anti-mouse TCRb BV711	BD Biosciences	Cat#563135; RRID: AB_2738023
anti-mouse CD11b BV510	BD Biosciences	Cat#562950; RRID: AB_2737913
anti-mouse CD11c BV510	BD Biosciences	Cat#562949; RRID: AB_2732056
anti-mouse CD4 BUV737	BD Biosciences	Cat#612844; RRID: AB_2870166
anti-human/mouse RORgt PE	eBioscience	Cat#12-6988-82; RRID: AB_1834470
anti-mouse/rat Foxp3 FITC	eBioscience	Cat#71-5775-40; RRID: AB_469975
anti-mouse/rat Foxp3 eFluor450	eBioscience	Cat#48-5773-82; RRID: AB_1518812
anti-mouse Gata-3 eFlour660	eBioscience	Cat# 50-9966-42; RRID: AB_10596663
anti-mouse CD127 PE-Cy7	Tonbo	Cat#60-1271;; RRID: AB_2621859
anti-mouse/rat Ki-67 eFluor450	eBioscience	Cat#48-5698-82; RRID: AB_11149124
anti-mouse IL-22 APC	eBioscience	Cat#16-7222-82; RRID: AB_2016695
anti-mouse/rat IL-17A eFluor450	eBioscience	Cat#48-7177-82; RRID: AB_11149503
anti-mouse IFNg BV786	BD Biosciences	Cat#563773; RRID: AB_2645029
anti-mouse TCRb PerCP-Cy5.5	Tonbo	Cat # 65-5961; RRID: AB_2621911
anti-mouse CD45 (pan) BUV395	BD Biosciences	Cat#564279 RRID: AB_2651134
anti-mouse CD11c violetFluor450	Tonbo	Cat#75-0114; RRID: AB_2621937
anti-mouse Ly-6C BV510	BioLegend	Cat#128033; RRID: AB_2562351
anti-mouse/human CD11b BV650	BioLegend	Cat#101239; RRID: AB_1112557
anti-mouse CD103 FITC	BioLegend	Cat#121419; RRID: AB_10709438
anti-mouse MHC Class II (I-A/I-E) PerCP-Cy5.5	BioLegend	Cat#107625; RRID: AB_2191072
anti-mouse CD64 (FcgRI) APC	BioLegend	Cat#139305; RRID: AB_11219205
anti-mouse IgA biotin	BioLegend	Cat#407003; RRID: AB_315078
anti-mouse NK1.1 biotin	BioLegend	Cat#108703; RRID: AB_313390
anti-mouse CD62L (L-Selectin) PercP-Cy5.5	BioLegend	Cat#100431; RRID: AB_2187123
anti-human/mouse CD44 redFluor710	Tonbo	Cat#80-0441; RRID: AB_2621985
Ghost Dye Red 780	Tonbo	Cat#13-0865
Streptavidin BUV496	BD Biosciences	Cat#612961; RRID: AB_2870237
Streptavidin PE-Cy7	BioLegend	Cat#108703
Sytox Blue viability dye	ThermoFisher	Cat#S34857

Bacterial and virus strains		

Citrobacter rodentium	Ivaylo Ivanov	Ladinsky et al., Science^60^

Chemicals, peptides, and recombinant proteins		

Collagenase Type III	Worthington Biochemical	Cat#NC9405360
Dispase II Powder	Gibco	Cat#17-105-041
DNAse 1, Grade II	Sigma-Aldrich	Cat#10104159001
HEPES	Fisher Scientific	Cat#15-630-080
Percoll	GE Healthcare	Cat#GE17-0891001
Indole-3-Carbinol	Sigma-Aldrich	Cat#17256
TRIzol Reagent	Fisher Scientific	Cat#15-596-018
lonomycin Calcium Salt (from streptomyces)	Sirma-Aldrich	Cat#I0634
Phorbol 12-Myristate 13-Acetate	Sigma-Aldrich	Cat#P8139
Brefaldin A, natural	Thermo Scientific	Cat#AC297140050
Serotonin hydrochloride (5-HT), powder	Sigma-Aldrich	Cat#H9523
Ampicillin Sodium Salt	Sigma-Aldrich	Cat#A9518
Neomycin Sulfate	Sigma-Aldrich	Cat#4801
Vancomycin Hydrochloride	Gold Biotechnology	Cat#V200
Metronidazole	Sigma-Aldrich	Cat#M1547
Gentamicin Sulfate	Gold Biotechnology	Cat#400-25
Sucrose	Sigma-Aldrich	Cat#S0389

Critical commercial assays		

Foxp3/Transcription Factor Staining Buffer Kit	Tonbo	Cat#TNB-0607-KIT
Mo-Bio MagAttract PowerSoil kit	Qiagen	Cat#2700-4-KF
Qiagen RNEasy miniprep kit	Qiagen	Cat#74104
Dynabeads^TM^ FlowComp^TM^ Mouse CD4 Kit	Invitrogen	Cat#11461D
BD Cytofix/Cytoperm Fixation/	BD Biosciences	Cat#554714
Permeabilization Solution Kit		
Eagle Biosciences Inc Serotonin	Fisher Scientific	Cat#50-814-05
Ultrasensitive ELISA		
qScript cDNA SuperMix	QuantaBio	Cat#101414-108
SYBR Green qPCR Master Mix (2X)	Thermo Scientific	Cat#K0253

Deposited data		

RNA Sequencing	This Paper	GEO: GSE222818
16s rRNA sequencing	This Paper	BioProject: PRJNA925292; http://www.ncbi.nlm.nih.gov/bioproject/925292

Experimental models: Organisms/strains		

C57BL/6NJ	The Jackson Laboratory	Cat#005304
Ahr^fl/fl^	Richard Blumberg	Walisser et al., PNAS 2005^61^
FoxP3^YFP^–^Cre^	Alexander Rudensky	Rubtsov et al., Immunity 2008^62^
CD4-Cre	Alexander Rudensky	Sadawa et al., Cell 1994^63^
FoxP3-GFP	Alexander Rudensky	Fontenot et al., Nat Immunol^64^

Oligonucleotides		

*L. reu* F 5’-ACCGAGAACACCGCGTTATTT-3’	N/A	Zelante et al.^32^
*L. reu* R 5’-	N/A	Zelante et al.^32^
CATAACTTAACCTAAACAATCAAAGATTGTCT-3’		
*EuBac* F 5’-ACTCCTACGGGAGGCAGCAG-3’	N/A	Zelante et al.^32^
*EuBac* R 5’- ATTACCGCGGCTGCTGG-3’	N/A	Zelante et al.^32^
*AhR* F 5’-TCCATCCTGGAAATTCGAACC-3’	N/A	Zelante et al.^32^
*AhR* R 5’-TCTTCATCCGTCAGTGGTCTC-3’	N/A	Zelante et al.^32^
*Hprt* F 5’ -CTGGTGAAAAGGACCTCTCGAAG-3’	N/A	This Paper
*Hprt* R 5’- CCAGTTTCACTAATGACACAAACG-3’	N/A	This Paper

Software and algorithms		

Flowjo version 10	N/A	https://www.flowjo.com
GraphPad Prism	N/A	https://www.graphpad.com/scientific-software/prism/
Adobe Illustrator	N/A	https://www.adobe.com/
iDEP.91	N/A	http://bioinformatics.sdstate.edu/idep90/ ^65^
Metascape − A Gene Annotation + Analysis Resource	N/A	https://metascape.org/gp/index.html#/main/step
String Protein-Protein Interaction Networks	N/A	https://string-db.org
DADA2 1.12.1	N/A	Callahan et al., Nature Methods 2016^66^
phyloseq v1.28.0 package	N/A	Quest et al., Nuc Acids Res 2013^67^
DESeq2	N/A	McMurdie et al., PLoS ONE 2013^68^
MasterHands ver. 2.17.1.11	N/A	N/A

Other		

BD LSR Fortessa Flow Cytometer	BD	N/A
Aria II	BD	N/A
Bio-Rad ZE5	BioRad	N/A
MiSeq V3 2x300 platform	Illumina	N/A
Illumina NovaSeq 6000	Illumina	N/A
Zirconia/Silica Beads 0.1mm	Fisher Scientific	N/A
Test Diet Amino Acid Diet with Phylloquinone as Vitamin K Irradiated	W.F. Fisher & Son (Test Diet)	Cat#9GW4
Test Diet Baker’s Amino Acid Diet w/no added TRP and Phylloquinone as Vitamin K Source Irradiated	W.F. Fisher & Son (Test Diet)	Cat#9GW5
Test Diet Amino Acid Diet with Phylloquinone as Vitamin Kand 0.02% Indole-3-Carbinole Irradiated	W.F. Fisher & Son (Test Diet)	Cat#5WK2
Test Diet Baker’s Amino Acid Diet w/no added TRP and Phylloquinone as Vitamin K Source Irradiated	W.F. Fisher & Son (Test Diet)	Cat#5WK3

# Supplementary material for: Dietary tryptophan deficiency promotes gut RORγt+ Treg cells at the expense of Gata3+ Treg cells and alters commensal microbiota metabolism
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 May 1.
**Supplement:** 1

**Supplemental information**

**Dietary tryptophan deficiency promotes gut  
ROR $\gamma$ <sup>+</sup> Treg cells at the expense of Gata3<sup>+</sup> Treg  
cells and alters commensal microbiota metabolism**

**Lucille C. Rankin, Katherine A. Kaiser, Kenia de los Santos-Alexis, Heekuk Park, Anne-Catrin Uhlemann, Daniel H.D. Gray, and Nicholas Arpaia**

Rankin et. al. Figure S1

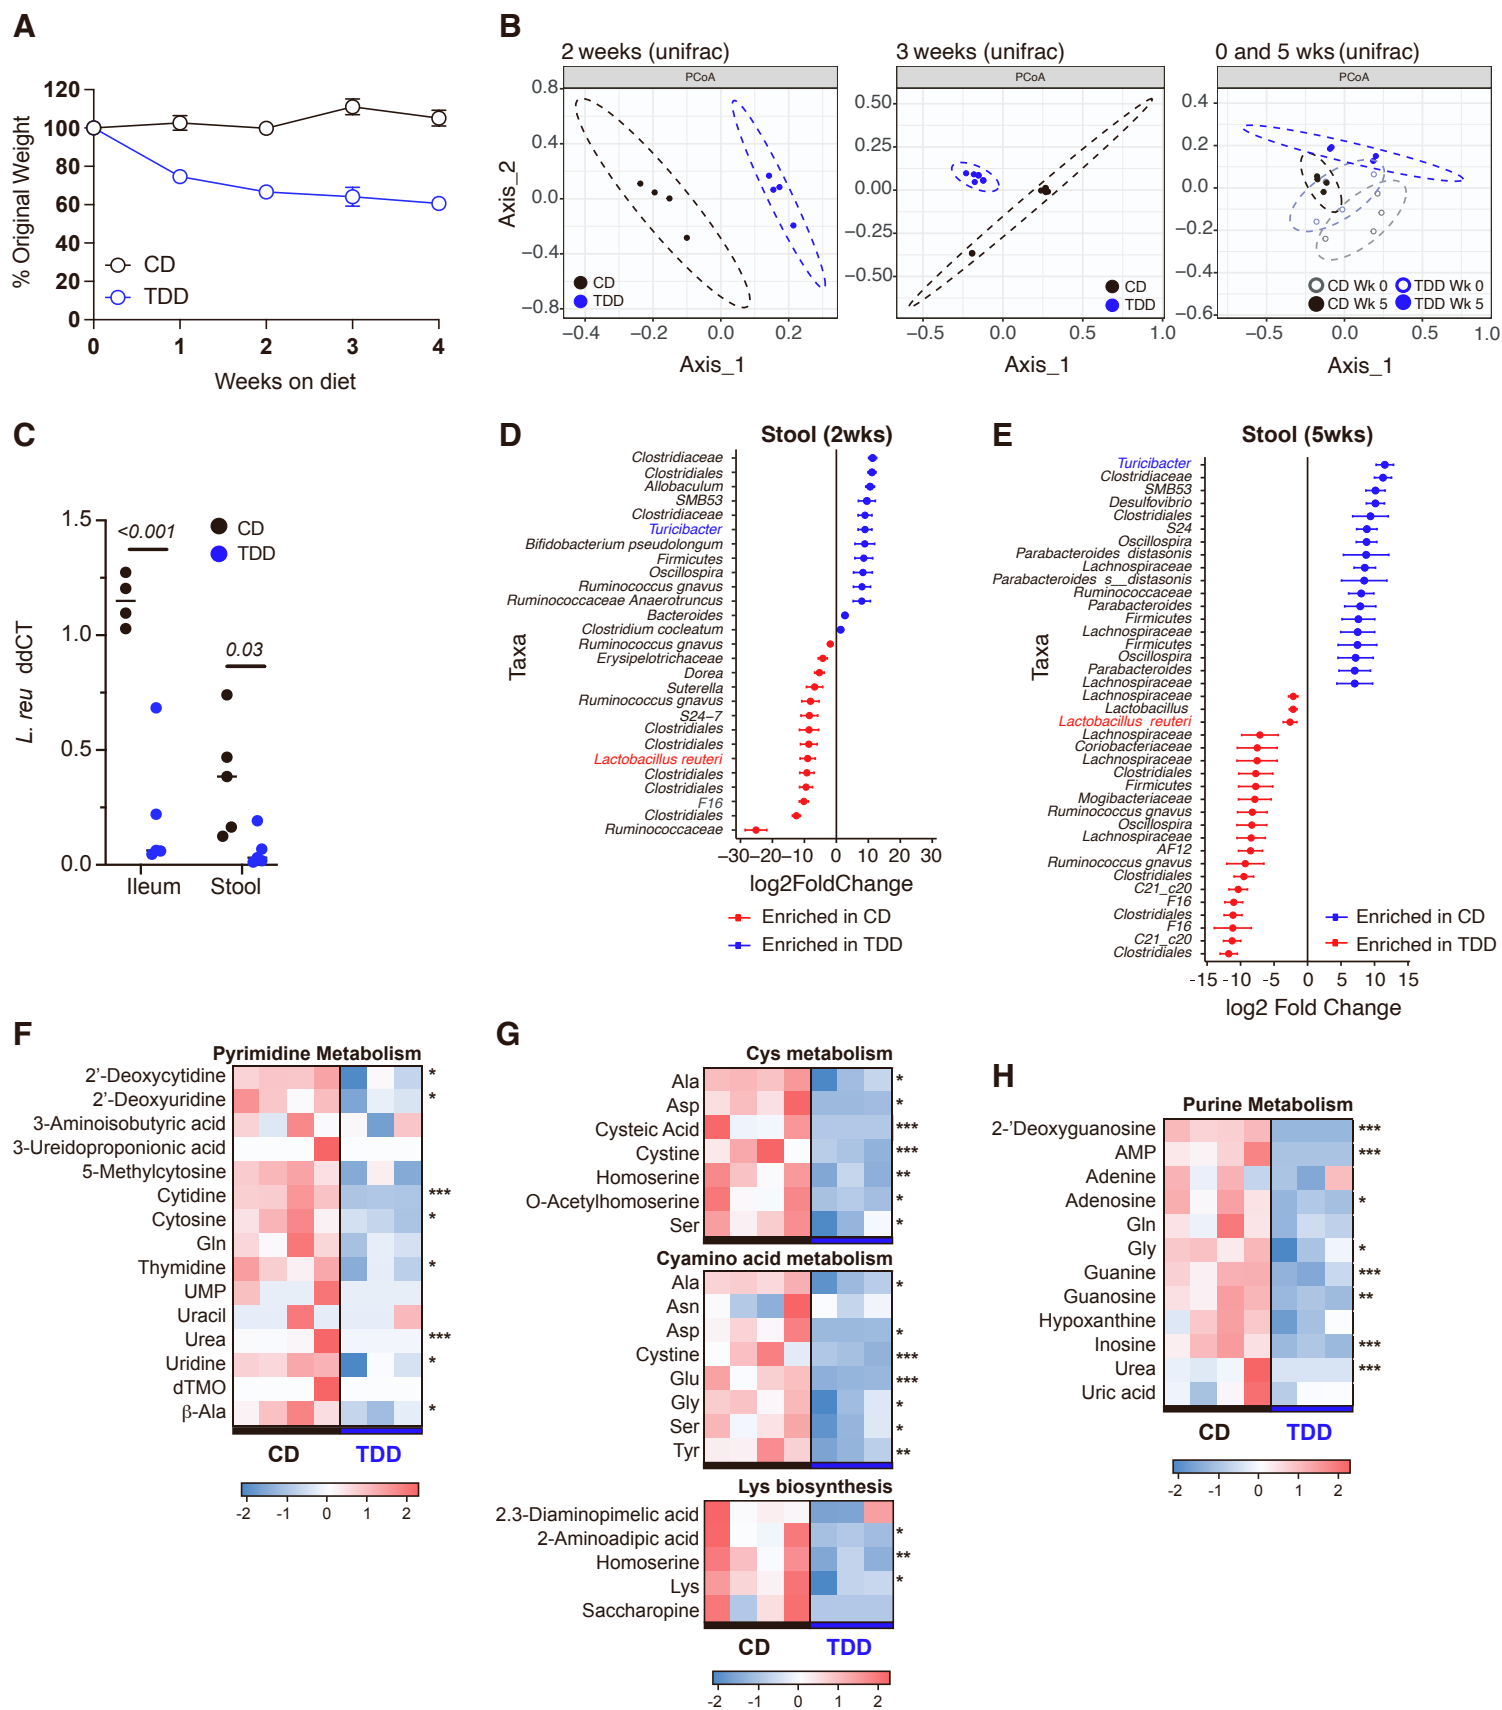

**Supplementary Figure 1. Faecal microbiota and metabolite changes after Trp deficient diet feeding, related to Figure 1.**

16s rRNA sequencing was performed on the stool of mice fed CD (black) or TDD (blue) for 0, 2, 3 and 5 weeks. **(a)** shows weights over time of SPF mice fed CD or TDD for four weeks. **(b)** is a weighted unifrac PCoA plot representing the differences in the beta diversity of bacterial communities at the indicated weeks on diets. **(c)** shows relative abundance of *L. reuteri* in the ileum and stool of mice placed on a CD and TDD for 3 weeks determined by qPCR analysis. Data is representative of 2 experiments ( $n=4-5$  mice per group/experiment). **(d and e)** are forest plots showing Log<sub>2</sub>FC of the most differentially abundant taxa between animals fed CD or TDD within the stool at 2 **(d)** and 5 **(e)** weeks on the indicated diets. Differential metabolome analysis was performed on the stool of CD and TDD fed mice using CE-TOFMS **(f-h)**. The relative abundance of metabolites in the stool of CD or TDD fed mice that are involved in amino acid **(f)** purine **(g)** and pyrimidine **(h)** metabolism are represented by heatmaps. The p-value is computed by Welch's t-test. (\* $<0.05$ , \*\* $<0.01$ , \*\*\* $<0.001$ ). Heatmaps were generated using standardized value of relative area in detected peaks, shown in legend. Data is from one independent experiment ( $n=3-4$  mice/group). CD, control diet; TDD, Trp deficient diet; CE-TOFMS, Capillary Electrophoresis Time-of-Flight Mass Spectrometry.

Rankin et. al. Figure S2

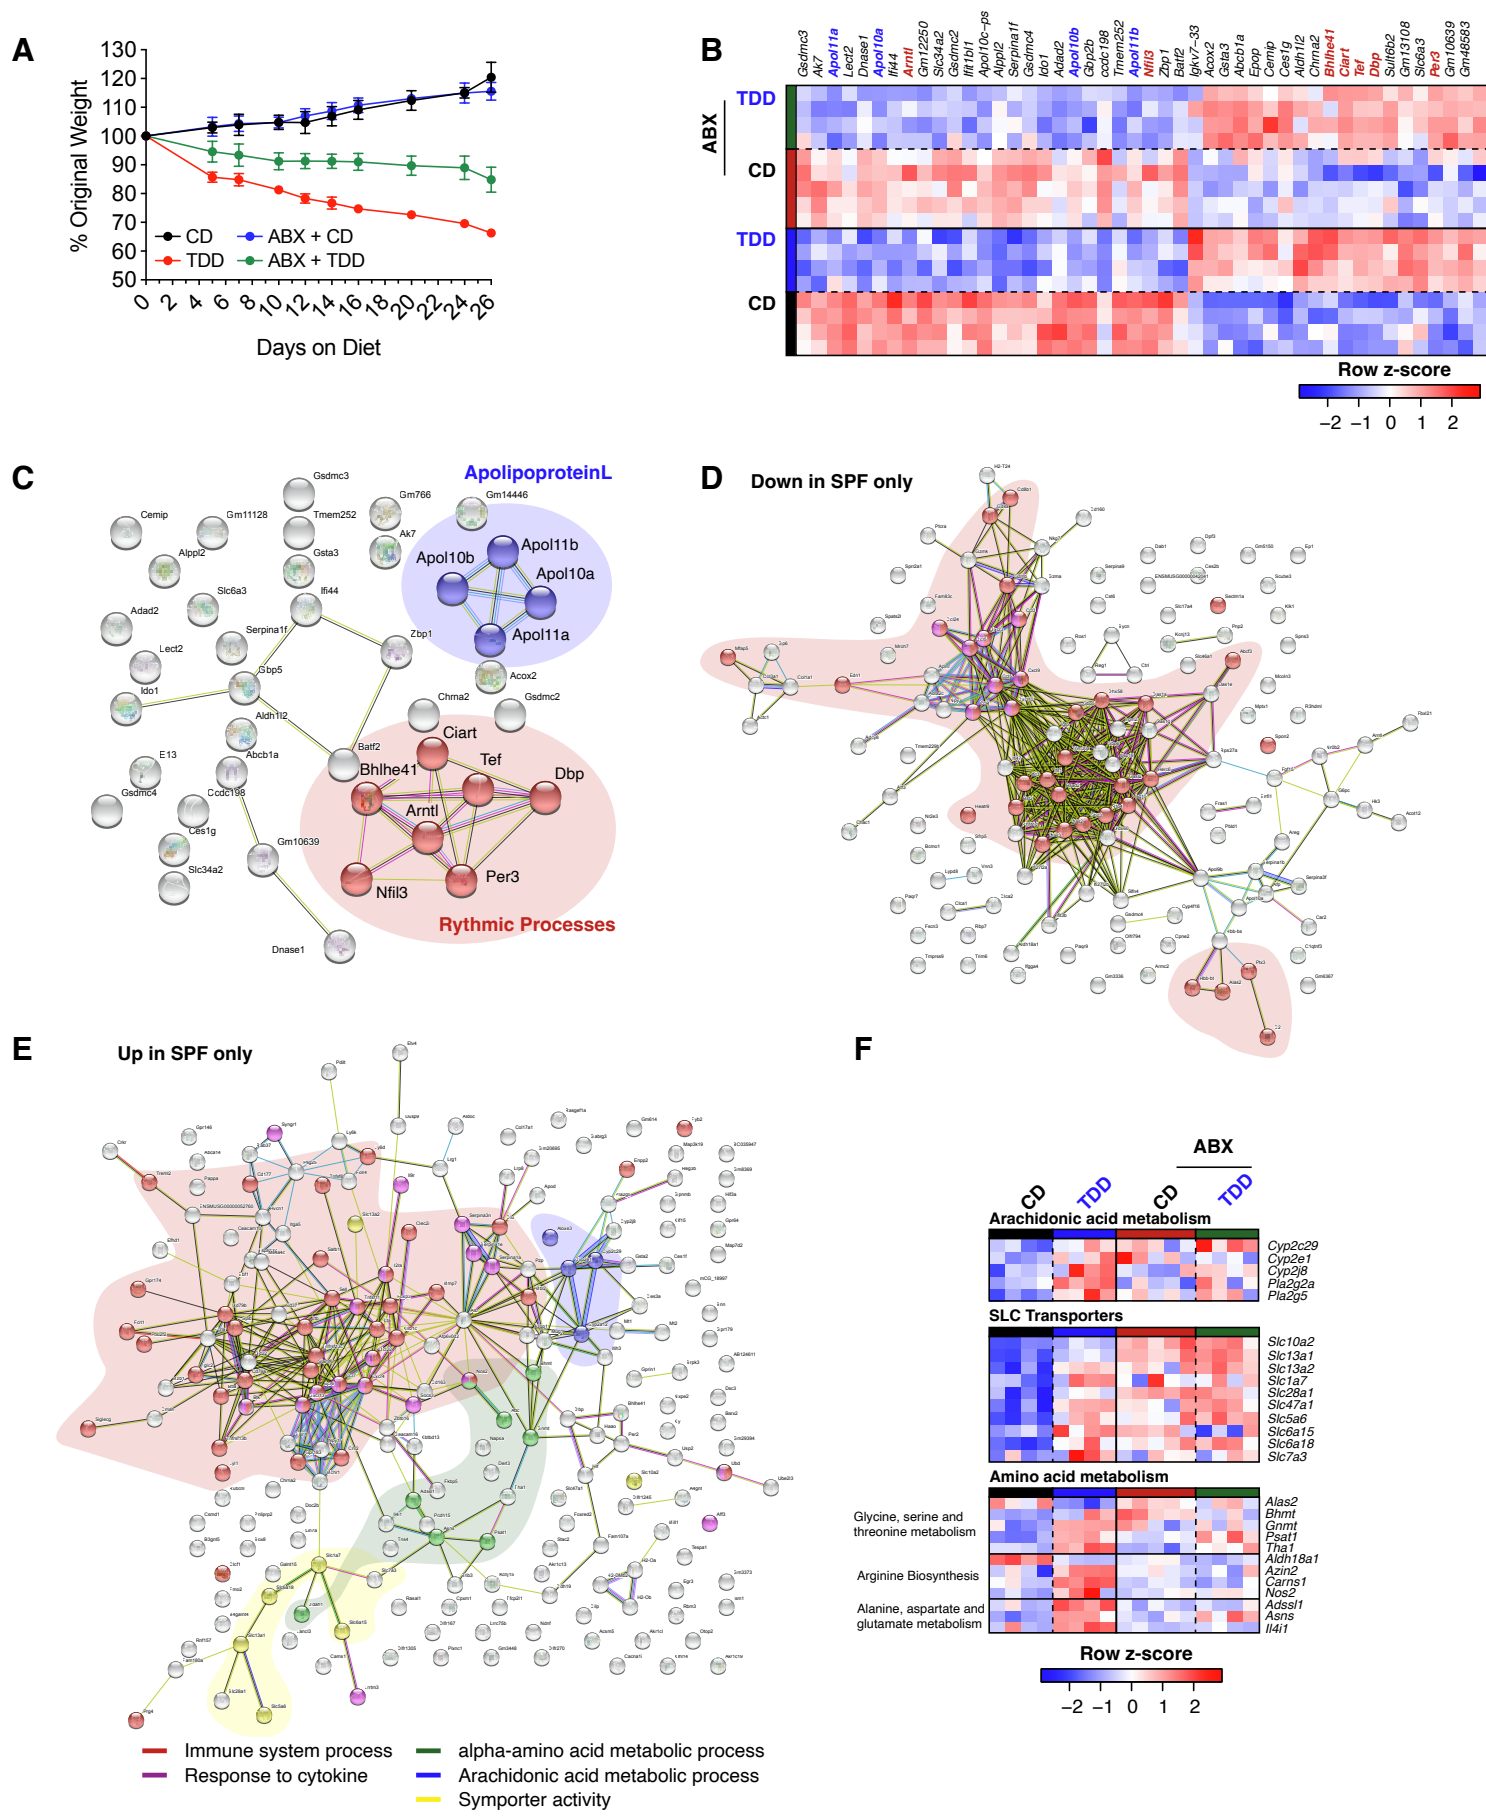

**Supplementary Figure 2. Transcriptional changes within the ileum after dietary Trp deficiency, related to Figure 2.**

SPF mice were fed CD and placed on ABX to deplete microbiota before transferring to TDD for 3 weeks. Intestinal ileum from mice treated as in (**Figure 2a**) was subject to RNA sequencing analysis. (**a**) is weight loss of SPF mice fed CD, SPF mice fed TDD, ABX-treated mice fed CD and ABX-treated mice fed TDD. A heatmap for genes that were differentially regulated in both SPF and ABX treated animals after TDD feeding is shown in (**b**). (**c-e**) are string protein network analysis of protein-protein interactions using (**c**) genes differentially regulated in both SPF and ABX treated mice, (**d**) downregulated in TDD diet treated SPF mice and (**e**) upregulated in TDD diet treated SPF mice. (**f**) shows a heatmap of selected metabolic and SLC transporter gene expression profile within the ileum of mice treated as indicated. SPF, specific pathogen free; CD, control diet; TDD, Trp deficient diet; ABX, pre-treated with antibiotics (ampicillin, gentamycin, vancomycin, metronidazole, and neomycin) to deplete microbiota.

**Rankin et. al. Figure S3**

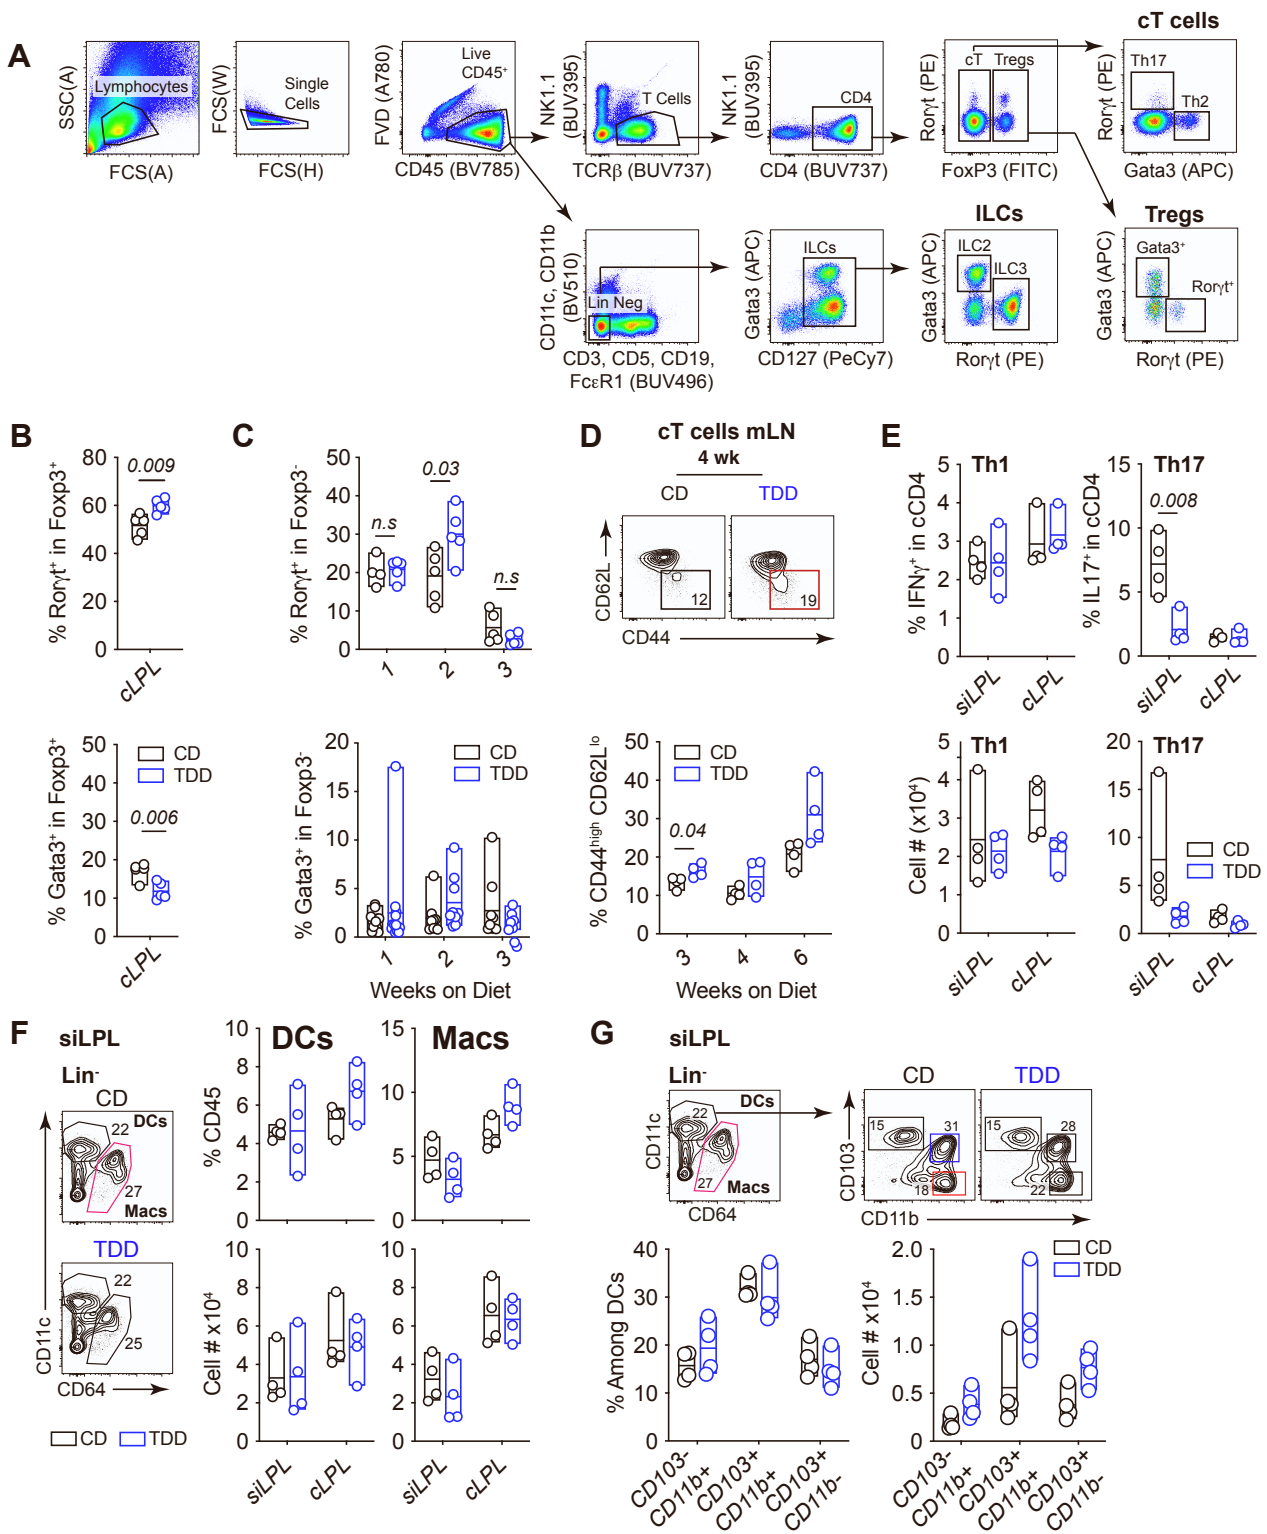

**Supplementary Figure 3. The impact of dietary Trp deficiency on the lymphocyte compartment of the GI tract , related to Figure 3.**

(a) are representative flow cytometry plots of lymphocytes isolated from the si-LPL to show the gating strategy used to delineate lymphocyte populations (b-e). SPF mice were fed CD for 2 weeks and switched to TDD or maintained on CD for a further 1-6 weeks. Frequencies are shown of ROR $\gamma$ t<sup>+</sup> and Gata3<sup>+</sup> (b) Treg cells isolated from the cLPL of mice fed CD (black) or TDD (blue) for 1 week. (c) shows frequency of ROR $\gamma$ t<sup>+</sup> Th17 cells (upper) and Gata3<sup>+</sup> Th2 cells (lower) within CD4<sup>+</sup> FoxP3<sup>-</sup> cT cells from the si-LP at the indicated weeks on CD or TDD. Data is representative of at least two independent experiments ( $n=3-5$  mice/group). Data shown in (d) shows representative FACS plots (upper) of CD44 vs. CD62L expression in CD4<sup>+</sup>FoxP3<sup>-</sup> conventional T cells (cT) isolated from the mLN. Graphs show frequencies of activated cT cells at the indicated weeks on CD or TDD (lower). Data in (e) shows frequencies (upper) and numbers (lower) of IFN $\gamma$  (left) IL17 (right) producing CD4 T cells. (f) and (g) show numbers and frequencies of myeloid cell populations isolated from the si-LP of mice fed control or TDD for 3 weeks. Representative FACS plots in (f) shows expression of CD11c and CD64 amongst Lin Neg cells (TCRb, IgA, NK1.1 Neg). Graphs show enumeration of frequencies (upper) and numbers (lower) of DC (CD11c<sup>hi</sup>CD62L<sup>lo</sup>) and macrophages (CD11c<sup>int</sup>CD62L<sup>hi</sup>) under indicated conditions. (g) upper panel shows FACS plots of DC populations gated as (f) and delineated by CD103 and CD11b expression. Lower panels are frequencies (left) and numbers (right) of indicated DC populations. Data is representative of 2 independent experiments ( $n=4-5$  mice/experiment). Statistical analysis was performed using two-tailed student's t-test. Floating bars are min to max, and line is at mean. SPF, specific pathogen free; CD, control diet; TDD, Trp deficient diet; siLPL; small intestinal lamina propria; cLPL, colon lamina propria; mLN, mesenteric lymph node; ABX, pre-treated with antibiotics (ampicillin, gentamycin, vancomycin, metronidazole, and neomycin) to deplete microbiota.

## Rankin et. al. Figure S4

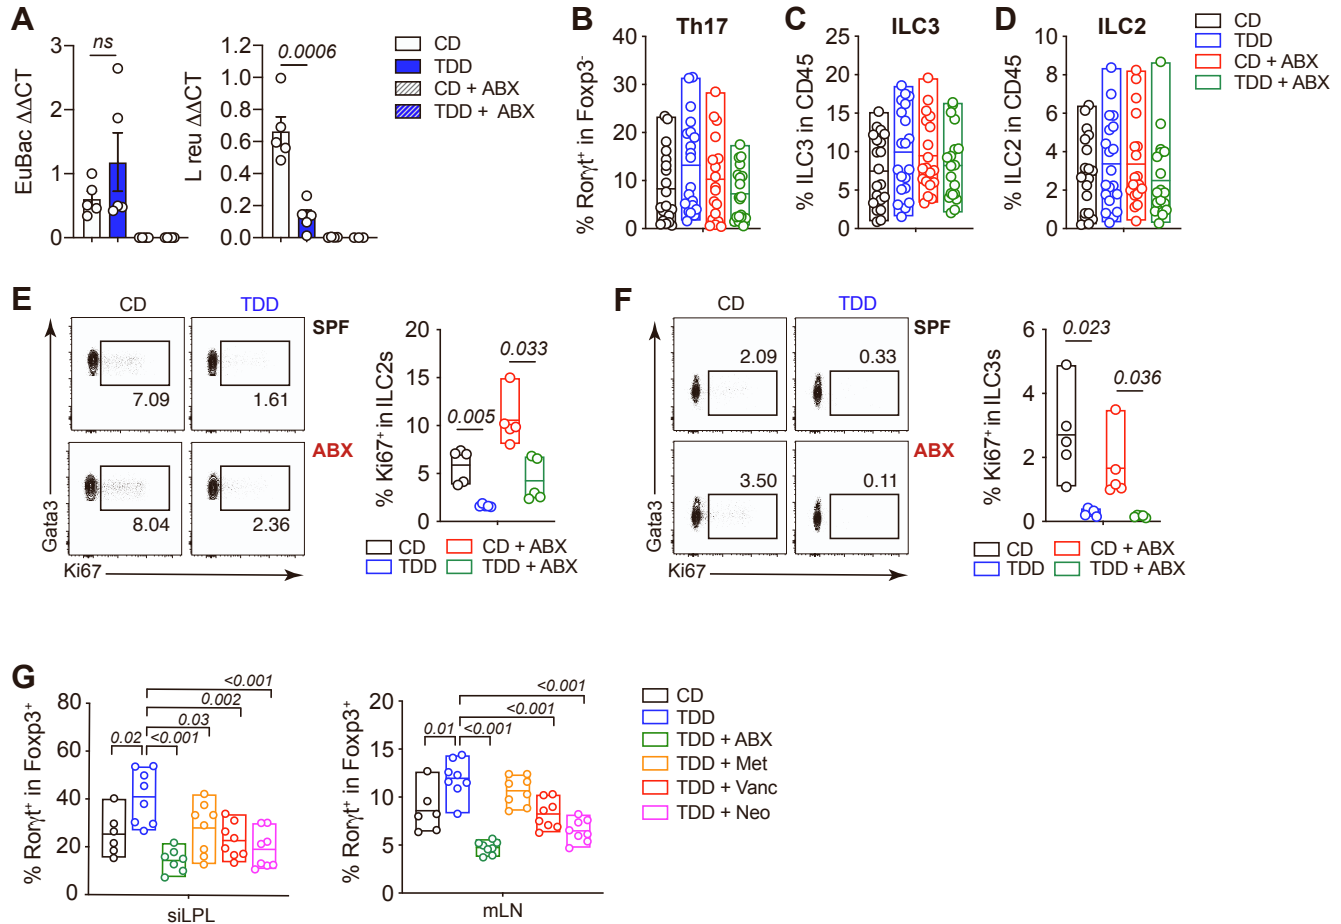

**Supplementary Figure 4. Microbiota is required for acute Trp-deficiency to promote expansion of intestinal RORγt<sup>+</sup> Treg cells and loss of Gata3<sup>+</sup> Treg cells, related to Figure 2.**

SPF mice fed CD, SPF mice fed TDD, ABX-treated mice fed TDD, and ABX-treated mice fed TDD as in (Figure 4a) were analysed for Treg populations in the siLPL. (a) is a 16S qPCR analysis of DNA from the stool of mice treated as specified using probes against pan-bacterial (left) and *L.reu* specific (right) probes. (b-d) are frequencies of CD4<sup>+</sup>Foxp3<sup>+</sup>RORγt<sup>+</sup> Th17 cells. (b) ILC3 (c) and ILC2 (d). Data in (b-d) is pooled from three of four independent experiments ( $n = 4-5$  mice per group). (e and f) show representative plots and enumeration of Ki67 expression within ILC2 (e) and ILC3 (f) isolated from the siLPL under the indicated conditions. Data is representative of 2 independent experiments ( $n = 4-5$  mice per group). (g) CD fed mice were treated with an ABX cocktail (ABX) or individual antibiotics metronidazole (met), vancomycin (Vanc), and neomycin (Neo) prior to being placed on a TDD for 3 weeks. Data in (g) show frequencies of RORγt<sup>+</sup> Treg cells isolated from the siLPL (left) and mLN (right) of mice treated as indicated for three weeks. Data in (f) is pooled from two independent experiments ( $n = 3-5$  mice per group). Statistical analysis was performed using two-tailed student's t-test. Floating bars show min to max, and line is at mean. SPF, specific pathogen free; CD, control diet; TDD, Trp deficient diet; siLPL, small intestinal lamina propria; mLN, mesenteric lymph node.

# Rankin et. al. Figure S5

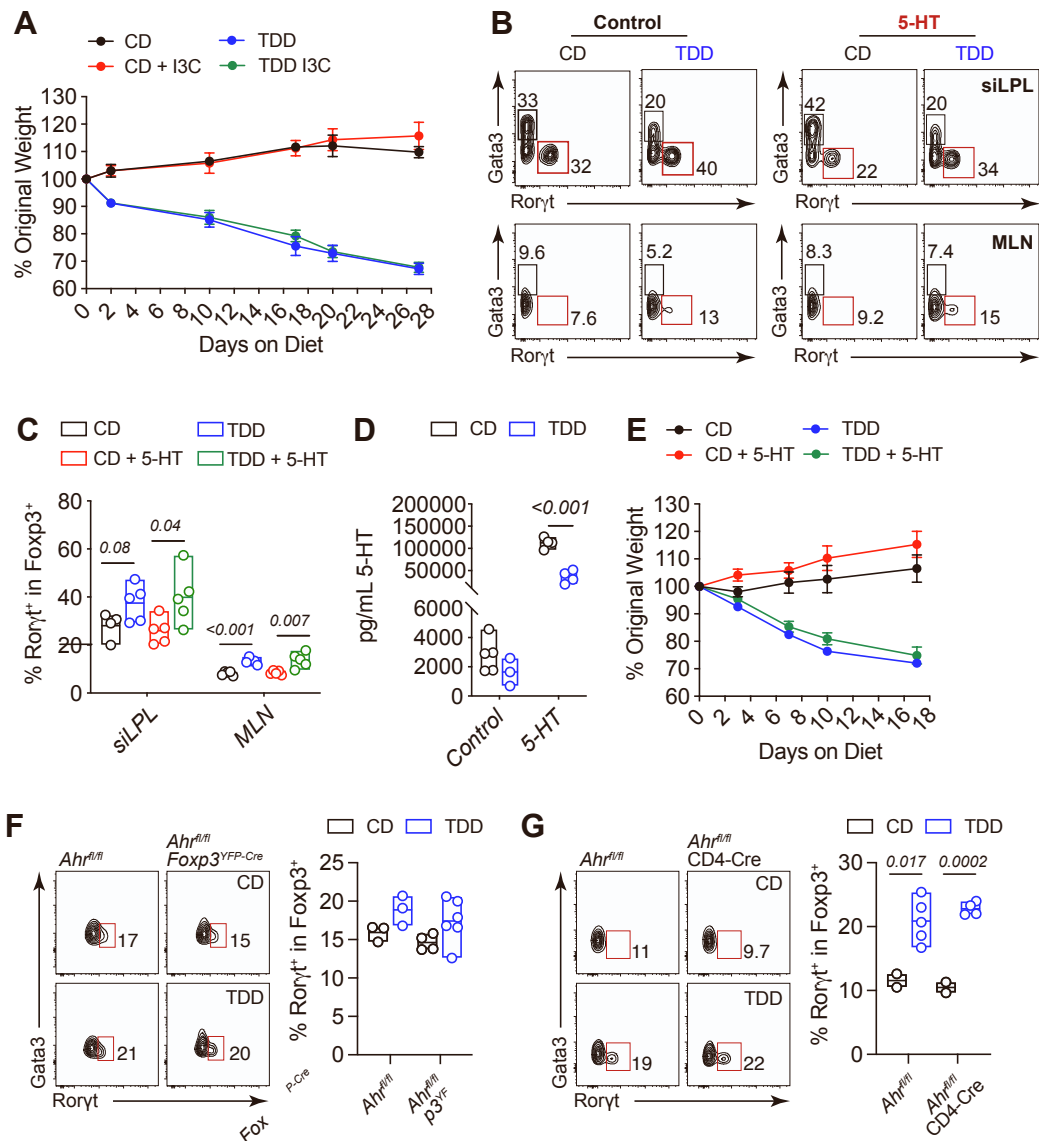

**Supplementary Figure 5. Dietary Trp deficiency mediated induction of RORγt<sup>+</sup> Treg cells and weight loss is independent of oral supplementation with 5-HT and is not Treg intrinsic, related to Figure 6.**

(a) is a graph of weights over time of SPF mice fed CD, TDD, CD + 200ppm I3C or TDD diet + 200ppm I3C for four weeks. (b,c) SPF mice were fed CD or TDD and treated with 25ug 5-HT in the drinking water for 3 weeks. (b) are representative plots of Treg populations (gated on TCRβ<sup>+</sup>NK1.1<sup>-</sup> CD4<sup>+</sup>Foxp3<sup>+</sup> cells) in the siLPL and mLN isolated from animals treated as indicated and enumerated in (c). Faecal 5-HT levels are shown in (d) from SPF CD and TDD fed mice treated with or without 25ug 5-HT in the drinking water for three weeks. (e) shows weights over time of SPF control or 5-HT treated mice fed CD or TDD for three weeks. Data representative of two independent experiments ( $n = 4-5$  mice per group). Groups of SPF *Ahr*<sup>fl/fl</sup> and *Ahr*<sup>fl/fl</sup> Foxp3<sup>YFP-Cre</sup> (f) or *Ahr*<sup>fl/fl</sup> and *Ahr*<sup>fl/fl</sup> CD4-Cre (g) mice were fed CD or TDD for 3 weeks. Representative plots show RORγt<sup>+</sup> cells within FoxP3<sup>+</sup> Tregs isolated from the mLN of mice fed CD or TDD. Graphs in (f) and (g) show frequencies of RORγt<sup>+</sup> cells within mLN FoxP3<sup>+</sup> Tregs. Data is representative of 2 independent experiments ( $n = 3-5$  mice per group). Floating bars show min to max, and line is at mean. CD, control diet; TDD, Trp deficient diet; 5-HT, 5-hydroxytryptamine (serotonin); I3C, indole-3-carbinol; siLPL, small intestinal lamina propria; mLN, mesenteric lymph node.

How the deposited data were processed for this re-analysis (not part of the article)

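Terminal ileum RNA was sequenced from 20 female C57BL/6 mice in 4 groups of 5, which received CD or TDD for 3 weeks with or without ABX. Each mouse was assigned to its group and number from the sample labels and the paper's description of the groups. The paper gives n = 4 to 5 per group and its heatmaps show 17 mice, but its text does not name them, and all 20 were used here. Neither the labels nor the paper give a sequencing or library batch, so no comparison within batches was made. The other experiments of the paper were not analysed here.

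The authors assigned the reads to the GRCm38 transcriptome with kallisto and deposited a table of estimated counts per gene, without normalization, for all mice together. For each mouse the authors also deposited estimated counts per transcript and TPM per transcript, which are scaled within each mouse to the length of the transcripts and to the total, and therefore hold no depth. The gene table had 35204 genes, of which 25739 had any count. It was compared with the transcript values for 13808 abundant genes. Of these, 13544 equalled the sum of their transcripts in every mouse, 151 held exactly 2 times that sum, and 113 had another ratio. The doubled genes held 0.98% of the counts. Doubling does not change a fold change, but it doubles a level and makes the count look more precise than it is. Every column of the gene table was matched to a mouse. Of 113193 transcripts per mouse, 111450 were found in GENCODE M21, and these held at least 99.39% of the estimated counts in every mouse. Coordinates are those of GENCODE M21 on GRCm38, where 34656 genes of the table had one locus. Kallisto divides reads among near-identical transcripts, so levels of paralogs such as the Gsdmc, Apol, Oas and immunoglobulin genes are less certain than those of single genes.

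Total counts per mouse ranged from 36676963 to 58662617, with a median of 47553758. Between 20210 and 21155 genes were detected in each mouse, and the 10 most abundant genes took 7.43% to 10.2% of the counts. A group in which no mouse had more than 3 counts of a gene was treated as at the floor, with the fold change given as a bound. Within each group, pairs of mice differed by more than counting noise, with a chi-square per gene of 18.61 or more, and their Spearman correlations were 0.976 to 0.9955, so no mouse was counted as a repeat of another.

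Counts were rounded to whole numbers and scaled by TMM. The 16306 genes with at least 0.5 CPM in at least 1 mouse were tested with edgeR 4.0.16 in R 4.3.3, by a quasi-likelihood test with robust dispersion and the 4 groups in 1 fit. A gene was called at a Benjamini-Hochberg q under 0.05 and a fold change of at least 2, the limits of the paper, whose text names iDEP.91 but not the test within it. The contrasts were TDD against CD in SPF mice and in ABX-treated mice, the difference between these effects (the interaction), and ABX against no ABX on each diet. All gene-level tests were two-sided. The quasi-likelihood test reports no standard error. Those given here are the absolute log2 fold change divided by the square root of the test's F statistic. Principal components and the distance between group means used log2(CPM + 4), without scaling of genes. The distance was tested by exact permutation of the diets, and the difference between the distances in SPF and ABX-treated mice by 10000 permutations that exchanged SPF and ABX-treated mice within each diet.

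The 51 lists of genes comprised families named in the paper and related families taken by gene symbol, the genes of Figures 2D, S2B and S2F, and lists for the epithelial barrier, AhR targets, the ATF4 amino acid response, Trp metabolism, the clock, the response to glucocorticoids and interferon, the cell types of the intestine and its surroundings, proliferation, sex and strain. Pals1 of the barrier list was matched under its older symbol Mpp5. The lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, on log2 CPM with a prior count of 2), with Benjamini-Hochberg adjustment over the 153 tests of 51 lists in 3 contrasts. The score of a list in a mouse is the mean over its genes of log2 CPM minus the gene's mean over all 20 mice.

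The genes named in the text are those the Results name for RNA-seq, the Oas, Ifit and TNF family genes of Figure 2D, the coloured clock and Apol genes of Figure S2B, the genes of Figure S2F, Ahr and Gata3. Some genes of this rule are not reported here. To these were added, for both diet contrasts, the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes whose groups did not overlap in CPM, and for the interaction the same numbers among all called genes. Members of a list are named as such.

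The numbers of called genes were computed again with other choices: RLE or upper-quartile scaling, DESeq2 1.42.0, limma-voom, a filter of 0.5 CPM in at least 5 mice or none, q alone, only the 2 groups compared (not for the interaction), the replicate number as a block, log2(TPM + 1) or log2(TPM + 0.1) per gene with limma, each mouse left out in turn, and 50 random draws of 17 mice with the group sizes of the paper's heatmaps. Named genes were tested again with DESeq2, limma-voom, RLE scaling, only the 2 groups compared, the block and each mouse left out. The named genes not called were also looked up in the other fits made for the numbers of genes, which was decided after the results had been seen. For lists, the choices were fry, a correlation estimated from the data, the filter of 0.5 CPM in at least 5 mice, RLE scaling, the block and each mouse left out. For the distance, they were log2(CPM + 1), the 500 most variable genes, genes scaled to unit variance, the same filter, RLE scaling, each mouse left out and the draws. The share of diet genes with the same sign under ABX was computed again with DESeq2, RLE scaling and each mouse left out. The assignment of mice, these tests, the lists, the rule for named genes and these alternatives, apart from that look-up, were chosen before the data were examined. Tests of candidate explanations were exceptions. Those of lymphoid follicle tissue, of library size and of the time of day were chosen after the result was seen. The statistics of the others, apart from the splits of the mice, were set after list scores had been seen.

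The tests were tried on simulated data, drawn for the measured genes from their means and library sizes. With 200 changed genes among 16090, edgeR recovered 189 (94.5%) with 2 false calls, DESeq2 192 (96%) with 6 and limma-voom 187 (93.5%) with 1. With no changed genes among 16069, edgeR and limma-voom made 0 calls, and DESeq2 made 4, and 5 in the interaction. Tables were handled with pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9. The effect of GC content and of gene length was not tested. The enrichment terms and protein networks of the paper were not recomputed, since no annotation of terms was used here.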

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

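The tests of lymphoid follicle tissue, of library size and of the time of day were chosen only after the result was seen, and the statistics of the other tests, apart from the splits of the mice, were set after list scores had been seen. A mouse is named here where its distance to the nearest mouse of its group was more than 0.71 of the group's range, the critical value of Dixon's test for 5 samples. This was so in 23 of 224 groups of 5 mice, where chance gives 11, so a single case carries little weight. Scores of lists are given as differences in log2 CPM from each gene's mean over all mice, with the nearest mouse of the group after each value.

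CD mouse 2 lay at -31.81 on the third principal component, where the nearest CD mouse lay at 1.8. It had the lowest scores of the CD mice for the Oas family (-1.275 against 0.623), the Apol family (-0.048 against 0.844), the epithelial barrier (-0.177 against 0.036) and the enterocyte list (-0.867 against -0.029), and the highest for the tuft cell list (0.075 against -0.198). Its total of 37449907 counts was above the lowest of the CD mice (36676963). Neither the labels nor the paper name a feature that sets this mouse apart, so no biological explanation was tested. A different piece of the ileum, a difference in handling or a difference between mice may lie behind it. It raised the spread among CD mice, and without it 360 genes in place of 298 were called in SPF mice.

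TDD mouse 1 was the lowest of its group for the B cell list (-1.741 against 2.01), the plasma cell list (-0.077 against 0.594), the list of innate lymphoid cells type 3 (-0.098 against 0.205), the chemokine receptors (-0.8 against 0.582) and the TNF receptors (-0.169 against 0.28), and the highest for the erythroid list (0.067 against -0.833). Without it, the median change of the chemokine receptors rose to 0.374 in log2 CPM. The B cell scores of the 20 mice fell into clusters, with 13 mice from -2.08 to 0.48 and 7 mice from 1.85 to 2.97. Scores ranged from -1.69 to 2.37 in CD mice, from -1.74 to 2.97 in TDD mice and from -2.02 to 2.38 in TDD mice with ABX, so these groups had mice in both clusters, whereas CD mice with ABX ranged from -2.08 to -0.91. A candidate explanation is lymphoid follicle tissue that was part of some of the sampled pieces. If so, genes of follicle stroma, follicle-associated epithelium and the germinal centre were to rise with the B cell genes. Among the 7 mice, the follicle list rose with the B cell list (Pearson r = 0.9, p = 0.0042, q = 0.017; Spearman rho = 0.93, p = 0.0067, permutation tests) and still did without the 2 mice farthest from the median (r = 0.88). Among the 13 mice it did not (r = 0.31, p = 0.31, q = 0.41; rho = -0.02, p = 0.95, permutation tests; r = -0.37 without the 2 farthest). Within the clusters the germinal centre list did not rise (r = 0.37, p = 0.21, q = 0.41; rho = 0.42, p = 0.15; r = 0.24 without the 2 farthest, among 13 mice; r = -0.1, p = 0.83, q = 0.83; rho = -0.29, p = 0.56; r = -0.01 among 7 mice, permutation tests). These 4 relations were adjusted together. From one cluster to the other, both lists did rise with the B cell list. In the 7 mice, which were CD mice 2 and 3, TDD mice 2, 3, 4 and 5 and TDD+ABX mouse 5, follicle scores lay between 0.69 and 1.46 and germinal centre scores between 0.103 and 0.859. In the 13 mice they lay between -0.81 and -0.2 and between -0.566 and -0.004. These ranges were not tested, since the clusters come from the B cell scores. The differences between single mice are in line with follicle tissue in some pieces. For the change with TDD in SPF mice, follicle tissue in more of the pieces and an effect of the diet on B cells or follicles cannot be told apart, because either raises the same genes, and because the follicle list rose (median log2 fold change 0.75) and the germinal centre list did not (-0.26). Of the 19 tested B cell genes, 10 had a median of at least 1 CPM, 2 are in another list and 4 are among genes shown in the paper's figures. For the 13 follicle genes these numbers were 9, 2 and 4, and for the 8 germinal centre genes 6, 0 and 0. The B cell genes with the highest mean over SPF mice, Ighd (7.82 CPM on CD and 28.3 CPM on TDD) and Blnk (15.0 and 17.1 CPM), moved by different amounts. Library size was argued against, since the total counts of SPF mice overlapped between CD and TDD (two-sided exact permutation test, p = 0.611).

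TDD+ABX mouse 5 had the smallest library of its group, with 41198920 counts against 48057378 in the nearest mouse. It was the highest of its group for the TNF ligands (0.523 against -0.253), the regulatory T cell list (0.198 against -0.357) and the adipocyte list (0.856 against -1.223). TDD+ABX mouse 4 was the highest for the epithelial barrier (0.175 against -0.045). Mouse 5 was also the 1 mouse of its group in the upper cluster of B cell scores (2.378), and the highest of its group for the follicle list (0.827 against -0.205) and the germinal centre list (0.254 against -0.083). Lymphoid tissue may thus have been part of its sample, and among the 7 mice of that cluster the follicle list rose with the B cell list (r = 0.9, permutation p = 0.0042). Without it, the B cell list no longer passed in ABX-treated mice (median change in log2 CPM 0.738, q = 0.102, camera). Its q with all mice was 0.00101 (camera), and the alternatives gave 2.3e-05 to 0.645 (camera and fry). No biological explanation was tested for this mouse.

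CD+ABX mouse 4 was the highest of its group for the morning arm of the clock (0.962 against 0.125) and the lowest for the proximal small intestine (-0.616 against -0.314). Its score for the evening arm of the clock was -1.856, and the scores of its group spanned 2.2, where the groups CD, TDD and TDD+ABX spanned 0.87, 0.75 and 0.52. The change with TDD was 1.95 in SPF mice and 1.28 in ABX-treated mice. A shift of that size was also seen between mice of 1 group, but only through CD+ABX mouse 4. The others of its group lay between -0.437 and 0.347. Since the paper does not give the time of day of collection for single mice, it and an effect of the diet on the clock cannot be told apart. Of the 10 evening genes, all had a median of at least 1 CPM, 1 is in another list and 5 are in the paper's figures, and for the 5 morning genes these numbers were 5, 0 and 2. Tef, an evening gene, was at 30.6 CPM on CD and 123.0 CPM on TDD in SPF mice. CD+ABX mouse 5 was the lowest of its group for the enteric nervous system list (-0.378 against 0.191) and the highest for the SLC genes of Figure S2F (0.886 against 0.37), and CD mouse 4 was the lowest of its group for the erythroid list (-0.35 against 0.346). For these 2 mice no explanation was tested.

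CD mouse 5 had a score of 4.811 for the list of pancreatic acinar genes, where the nearest CD mouse was at -0.155 and the other 19 mice lay between -0.48 and -0.1. Carry-over of pancreatic tissue into this sample is a candidate explanation, under which the enzymes were to be raised together in a single mouse (score 4.81). Of the 21 genes tested, 18 were highest in this mouse. Ctrb1 was at 34.4 CPM there and at most 0.14 CPM elsewhere, Pnlip at 33.2 and 0.024 CPM, and Cpa1 at 23.3 and 0.0753 CPM. The 3 genes that were not highest there, Pnliprp2, Zg16 and Clps, had a median of 53.7 CPM or more in the other mice, and 6 of the 21 had a median of at least 1 CPM there, so the intestine expresses them as well. In SPF mice, 9 genes of the list were called as lower on TDD, with a median log2 fold change of -4.48 over the list, or -2.97 with 7 genes at the bound set by 3 counts. Without CD mouse 5 the median change in log2 CPM was -0.036 and the list did not pass (q = 0.954, camera, where q with all mice was 0.0228 and the alternatives gave 0.00381 to 0.954). In ABX-treated mice the list did not pass (median log2 fold change 0, or -0.09 with genes at their bound; q = 0.777, camera), no gene of it was called and 1 had an unadjusted p under 0.05. These calls may therefore reflect 1 sample and not the diet.

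The effect of TDD differed between SPF and ABX-treated mice for 4 genes and, with camera, for 25 lists, of which 3 also passed with fry. The difference in log2 fold change was -5.01 for Chac1, -4.98 for Gzmk, 1.92 for Fkbp5 and 4.80 for the immunoglobulin kappa variable segment ENSMUSG00000076523.2 (Igkv family), each with q = 0.0496 (edgeR's quasi-likelihood test). None was called with RLE scaling or limma-voom and all 4 were with DESeq2 and with upper-quartile scaling, and over the fits that left out 1 mouse q lay between 0.0131 and 0.127 (edgeR). The kappa segment fell to 3.93 without TDD mouse 2. Of 100 splits that exchanged SPF and ABX-treated mice within each diet, 3 gave as many genes, the real split included, with a median of 0 and up to 15 in the others. A chance result for single genes among 16306 thus stays a possible explanation for each of the 4. Among the 3 lists, the median difference in log2 fold change was 1.02 for the SLC genes and 0.91 for the arachidonic acid genes of Figure S2F and -0.85 for the lower genes of Figure 2D. All 3 passed with fry (q = 0.00448, 0.03 and 0.03) and with camera in every fit that left out 1 mouse. The paper chose these genes on these samples, so this is not independent evidence. The distance between the CD and TDD groups was larger by 8.945 in SPF mice (two-sided permutation test, p = 0.0016). That test does not separate the effect of the diet from the spread within groups. The presence of an intact microbiota, which the design varies, stays open as a biological explanation, beside the other effects of ABX. The paper also reports that SPF mice lost far more weight on TDD than ABX-treated mice did. Weight loss thus differed along the same contrast, and its part in the difference was not tested.

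ABX themselves, which the paper did not report as a contrast for these samples, changed 367 genes on CD (94 higher and 273 lower) and 265 on TDD (60 higher and 205 lower). The SPF and ABX-treated mice did not overlap in CPM for 261 of the 367 genes and for a minority of the 265 genes, and for 9.74% and 11.01% of all genes tested, where chance gives 0.794%. Of 100 splits of the mice of each diet, 1 gave as many genes on CD and 2 on TDD, the real split included. Other splits gave up to 127 genes on CD and up to 337 on TDD, with medians of 0. Leaving out 1 mouse gave 272 to 391 genes on CD and 163 to 421 on TDD, with 163 without TDD+ABX mouse 1, 165 without TDD+ABX mouse 3, 400 without TDD mouse 1 and 421 without TDD+ABX mouse 5. The number on TDD may thus depend on mice that stand apart within their groups. A direct effect of ABX on the tissue and an effect through the microbiota were not compared, since the design gives no group for it.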

How the results depend on the processing

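All alternatives were set beforehand, and no test in this part was chosen after its result was seen. TDD feeding changed 298 genes in SPF mice and 50 in ABX-treated mice, 32 of them in both. With RLE scaling these numbers were 294, 48 and 31, and with upper-quartile scaling 290, 53 and 34. The 294 genes with RLE scaling were all among the 298. The numbers with limma-voom were 263, 43 and 33, with a filter of 0.5 CPM in at least 5 mice 250, 48 and 32, without a filter 302, 35 and 23, and with only the 2 groups compared 231, 45 and 26. Larger shifts came from other choices. With q alone, 2342, 268 and 204 genes passed, and 2060 and 2505 for ABX on CD and on TDD, since the limit on the fold change was dropped. With log2(TPM + 1), 131, 23 and 18 genes passed, and 120 and 91 for ABX, an offset that shrinks changes of low genes, and with log2(TPM + 0.1) 1.7e+02 genes (to 2 digits) passed for ABX on TDD. With DESeq2, 98 genes were called in ABX-treated mice and 52 in both. The cause was not tested.

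The interaction, with 4 genes, was the least stable of these numbers. It held the same 4 genes with upper-quartile scaling, 6 with q alone, 5 with log2(TPM + 0.1), of which 2 were among the 4, 51 with DESeq2, 2 with log2(TPM + 1), and 0 with RLE scaling, with limma-voom, with a filter of 0.5 CPM in at least 5 mice and without a filter, beside 1446 genes with an unadjusted p under 0.05 in the main setting. The cause was not tested, but the 4 genes had q = 0.0496 (edgeR's quasi-likelihood test), close to the limit.

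Over the 20 fits that each left out 1 mouse, 25 to 59 genes passed in ABX-treated mice (25 without CD+ABX mouse 4, 32 without CD+ABX mouse 3 and 33 without TDD+ABX mouse 1), 21 to 39 in both, 0 to 12 in the interaction (0 in most, 12 without CD+ABX mouse 4) and 163 to 421 for ABX on TDD (163 without TDD+ABX mouse 1 and 421 without TDD+ABX mouse 5). In SPF mice the number stayed between 215 and 360. Without CD mouse 5, 197 of the 298 genes remained among the 215. In 50 random draws of 17 mice, 173 to 427 genes passed in SPF mice (median 246), 18 to 59 in ABX-treated mice (median 33), 14 to 38 in both, 0 to 7 in the interaction (median 0) and 1.1e+02 (to 2 digits) to 539 for ABX on TDD. The distance between diets was larger in SPF than in ABX-treated mice in all of these fits and draws, by 6.54 to 12.65 in the draws.

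The numbers of the labels did not pair the mice. Deviations from the group means correlated at -0.355 to 0.248 (median -0.029) over the 30 pairs with the same number, of which 5 lay over 0.1, and at -0.39 to 0.424 (median -0.006) over the 120 other pairs. With the replicate number as a block, 240 genes passed in SPF mice, 27 in ABX-treated mice and 0 in the interaction, and all 78 list results kept their side of the threshold. Of the results for named genes, 89 kept their side and 18 lost a call. As the numbers share nothing but their name, the losses are not a sign of smaller effects.

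Of the results for named genes, 100 kept their side of the threshold with DESeq2 and 7 gained a call. With RLE scaling 4 lost a call and the others kept their side. With limma-voom 88 kept it, 3 gained and 16 lost a call. With the 2 groups compared alone, 87 kept it, 1 gained and 15 lost a call. Changes near 0 switched sign when single mice were left out: Ahr ranged from -0.019 to 0.127 (log2), Gata3 from -0.02 to 0.24 and Cyp3a44 in SPF mice from -0.60 to 0.51.

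With camera, 26 lists passed in SPF mice, 19 in ABX-treated mice and 25 in the interaction. With fry, 20, 9 and 3 of these still passed, and 21, 10 and 3 lists passed in all. With the correlation estimated from the data, 2, 2 and 0 passed, namely the lower and the higher genes of Figure S2B in both diet contrasts. Genes of a list that vary together lower the evidence a list gives, which the preset correlation leaves out. In 22, 15 and 15 of the lists, the call held in all fits that left out 1 mouse. The median change in log2 CPM of the pancreatic list in SPF mice ranged from -1.39 to -0.036 and in the interaction from -1.33 to 0.23, with the test reversed in both without CD mouse 5. That of the chemokine receptors ranged from -0.012 to 0.374, with the test reversed without TDD mouse 1. For the TNF receptors it ranged from 0.13 to 0.21, with the direction of the test reversed without CD mouse 1, TDD mouse 4 or TDD mouse 5, and with fry, where the median stayed at 0.21. The cause was not tested.

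The depth limits what can be said of genes at few counts. Foxp3, at under 1 CPM on average in both SPF groups, rests on few counts per mouse, and for Gsdmc and Cyp2a12 only a bound on the fold change can be given. In simulated data with 200 changed genes, edgeR made 182 calls in the interaction. Those genes were changed in SPF mice on TDD alone, with no change under ABX. In the real data, 255 of the 298 genes called in SPF mice had the same sign in ABX-treated mice. Smaller differences between the settings were not simulated, so the number of mice stays a possible reason for the few interaction genes.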

Differences from the paper's values

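The alternatives named were set before the data were examined. For single genes, q alone, TPM and the random draws were looked up only after the other results had been seen. In ABX-treated mice, TDD feeding changed 50 genes, against the paper's 114. With DESeq2 the number was 98, which lies within 1.5 times the paper's, and no other alternative came within that range. The 2 settings shared 32 genes, against the paper's 52. DESeq2 gave 52, leaving out CD mouse 2 gave 39, leaving out TDD mouse 1 gave 36 and the highest of 50 random draws of 17 mice gave 38, and no other alternative closed the gap. For SPF mice, 298 genes stand beside the paper's 414, a difference of less than 1.5 times.

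Other numbers can be read from the paper's Venn diagram (Fig. 2C). Of the shared genes, 18 were lower, against about 31 in Fig. 2C. With DESeq2 there were 29, and 23 both without CD mouse 2 and in the highest of the 50 draws. In SPF mice only, 264 genes were called, against about 410 in Fig. 2C. The gap was under 1.5 times without a filter (279), without CD mouse 2 (320), without TDD mouse 1 (284) and in the highest draw (392). Of these, 121 were higher, against about 260 in Fig. 2C, and the highest draw, with 238, was the one setting within range. In ABX-treated mice only, 16 genes were called, against about 62 in Fig. 2C, and q alone gave 62. Of these 16, 9 were higher, against about 29 in Fig. 2C, with 25 under DESeq2 and 30 with q alone, and 7 were lower, against about 33 in Fig. 2C, with 32 under q alone. The setting of q alone also gave 2136 genes in SPF mice only and 204 shared genes, so it did not reach the other numbers of the same diagram. None of the other alternatives came within range for these numbers.

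The paper's text and its Fig. 2C use one number in different ways. The text gives 414 as all genes changed in SPF mice, whereas Fig. 2C shows it for genes changed in SPF mice only. Both readings were compared here.

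The paper names genes as changed that were not called here over the 20 mice. Of the genes it gives as lower in SPF mice, Ccl3 (-0.83, log2) was called in 9 of the 50 draws alone and Ccl4 (-1.01) without CD mouse 2 and in 5 draws. Of those it gives as higher, Tnfrsf13c (1.56) was called in none of the settings run, and Cxcl13 (1.09), Cxcr4 (0.77), Lta (1.32) and Ltb (0.77) were called in 2, 3, 2 and 2 draws alone. Tnfrsf13b (0.84), Tnfsf11 (1.34) and Tnfsf8 (0.84) were called without TDD mouse 1 and in 5, 7 and 6 draws, Foxp3 (1.23) without CD mouse 3 or TDD mouse 1 and in 14 draws, and Il2ra (0.93) with q alone, without CD mouse 5 or TDD mouse 1 and in 12 draws. Of the clock genes it shows as changed in both settings, Nfil3 (-1.37), Bhlhe41 (1.13), Tef (1.11) and Dbp (1.59) were not called in ABX-treated mice. DESeq2 called all 4 there, limma-voom, log2(TPM + 1) and log2(TPM + 0.1) called Tef, leaving out CD+ABX mouse 5 gave calls of Nfil3 and Tef, and leaving out CD mouse 2 gave a call of Bhlhe41, as did 3 draws.

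Of the genes of Figure S2F, Cyp2e1 (0.77) and Il4i1 (0.87) were called in 1 and 2 of the 50 draws alone. Alas2 (-1.13) and Azin2 (0.86) were called with limma-voom, Cyp2c29 (1.95), Slc10a2 (1.32) and Slc7a3 (1.04) with DESeq2, and Slc10a2 with the 2 SPF groups alone. Without CD mouse 2, Azin2, Adssl1 (0.78), Asns (0.97), Carns1 (0.92), Slc10a2, Slc7a3, Slc1a7 (0.87) and Slc6a15 (0.68) were called. Without TDD mouse 1, Alas2, Asns, Carns1, Bhmt (1.07) and Cyp2c29 were called. Asns was also called without TDD mouse 5, Slc10a2 without CD+ABX mouse 5 or TDD+ABX mouse 4, and Slc7a3 without CD mouse 3 or TDD mouse 2. With q alone, Asns and Carns1 passed. The draws called Asns 24 times, Carns1 13, Alas2 12, Azin2 11, Slc6a15 10, Slc7a3 8, Adssl1 and Bhmt 6 each, Slc1a7 4 and Cyp2c29 2 times.

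The paper's Fig. 2D and Fig. 2E give interferon-related genes different directions. Fig. 2D shows Oas and Ifit genes as lower on TDD, and Fig. 2E colours terms of the response to virus as higher and terms of leukocyte activation as lower. In the values here, all 30 genes of the interferon response list were lower on TDD in SPF mice, with a median log2 fold change of -1.06.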

Other observations

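The test of the time of day was chosen only after the result was seen, and the statistic that compares the interferon response list with cell lists was set after list scores had been seen. The numbers of genes changed by TDD were set against other splits of the mice. Of 100 splits of the SPF mice into 5 and 5, 1 gave as many as 298 genes, namely the real one. The others gave up to 196 genes, with a median of 0. Of 100 splits of the ABX-treated mice, 1 gave as many as 50 genes, again the real one, and the others gave up to 1. A random grouping of the mice is thus argued against. Differences between the groups beside the diet, such as the cage, are not given by the labels and stay open.

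All 30 interferon response genes were lower on TDD in SPF mice with each scaling, and fewer lymphocytes or myeloid cells in the sampled pieces could give such a change. The score of the interferon response list changed by -1.0, that of the T cell list by -0.38 and that of the myeloid list by -0.39. The interferon response list did not fall by more than either cell list beyond the spread between mice (two-sided exact permutation test, p = 0.127 for the T cell list and p = 0.127 for the myeloid list). Fewer such cells and a lower response therefore cannot be told apart with 5 mice per group. All 30 interferon response genes, 11 of the 14 T cell genes and all 13 myeloid genes had a median of at least 1 CPM. Of the interferon response genes, 8 are in another list and 17 are in the paper's figures, whereas no T cell or myeloid gene is in either. Parp14, the most abundant interferon response gene in CD mice, was at 234.3 ± 64.2 CPM on CD and 153.8 ± 13.1 CPM on TDD (SD, n = 5). Lck was the most abundant T cell gene (11.4 ± 4.51 and 7.92 ± 2.48 CPM, SD, n = 5) and Lyz2 the most abundant myeloid gene (78.8 ± 16.2 and 62.8 ± 22.3 CPM, SD, n = 5). The interferon response list differed between the settings by -0.54 with camera (q = 4.32e-06) but not with fry (q = 0.429). The median change in log2 CPM behind this was -0.407, with -0.245 without CD mouse 5 and -0.739 without CD mouse 2.

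Lists of B cells and their surroundings passed with camera more often than with fry. All 19 B cell genes were higher on TDD in SPF mice and in ABX-treated mice, with each scaling (median log2 fold change 1.21 and 2.24). None was called, 1 and 13 had an unadjusted p under 0.05, and none passed adjusted over the list alone. The list passed with camera (q = 0.00164 and 0.00101) and not with fry (q = 0.278 and 0.419). Without TDD+ABX mouse 5 it did not pass in ABX-treated mice (median change in log2 CPM 0.738). The follicle list had medians of 0.75 and 0.40 (camera, q = 0.047 and 0.0288; fry, q = 0.268 and 0.403). It did not pass in SPF mice without CD mouse 1 or 4, TDD mouse 2, 4 or 5 or CD+ABX mouse 5 (median change in log2 CPM 0.503 without CD mouse 1). In ABX-treated mice it did not pass without CD+ABX mouse 5 (0.351) or TDD+ABX mouse 5 (0.171). No follicle gene was called, 3 and 4 had an unadjusted p under 0.05, and 1 and 0 passed adjusted over the list alone. The germinal centre list did not pass (-0.26 and -0.03; camera, q = 0.192 and 0.578). None of its genes was called, 0 and 3 had an unadjusted p under 0.05, and 0 and 2 passed adjusted over the list alone. The plasma cell list passed in SPF mice (0.56; camera, q = 0.00112; fry, q = 0.0153) and not in ABX-treated mice (0.23, camera, q = 0.114). Its median change in log2 CPM in SPF mice rose from 0.496 to 0.773 without TDD mouse 1. The difference between the settings of 0.31 passed with camera (q = 0.0199) but not with fry (q = 0.286), nor in 5 of the 20 fits that left out 1 mouse (0.15 without TDD mouse 2). No plasma cell gene was called, 6 and 1 had an unadjusted p under 0.05, and 5 and 0 passed adjusted over the list alone.

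The T cell list was lower on TDD in SPF mice (median -0.48; camera, q = 0.0336; fry, q = 0.4) and did not pass in ABX-treated mice (0.32, camera, q = 0.0536). None of its genes was called, 3 and 0 had an unadjusted p under 0.05, and none passed adjusted over the list alone. In SPF mice the list did not pass without CD mouse 4 or 5 or TDD mouse 1 or 3 (median change in log2 CPM -0.205 without CD mouse 5). The difference between the settings was -0.82 and passed with camera (q = 3.92e-05), also in all 20 fits that left out 1 mouse, but not with fry (q = 0.318). Its median change in log2 CPM fell in size from -0.653 to -0.395 without CD mouse 5. The list of CD8 and intraepithelial T cells was lower in SPF mice (-0.85; camera, q = 0.0153; fry, q = 0.268), with 3 genes called and 7 passing adjusted over the list alone. It did not pass in ABX-treated mice (-0.03, camera, q = 0.667), where none was called and 0 had an unadjusted p under 0.05. In SPF mice it did not pass without CD mouse 4 (-0.425) or CD mouse 5 (-0.278). The difference of -0.62 passed with camera (q = 0.0199) but not with fry (q = 0.525), nor in 5 of the fits that left out 1 mouse (-0.176 without CD mouse 5). The list of innate lymphoid cells type 3 did not pass (0.21 and -0.04; camera, q = 0.261 and 0.935). None of its genes was called, and 1 and 2 had an unadjusted p under 0.05 and as many passed adjusted over the list alone. All 13 myeloid genes were lower on TDD in SPF mice (-0.40; camera, q = 1.16e-05; fry, q = 0.0138), and 11 were in ABX-treated mice (-0.21; camera, q = 0.00356; fry, q = 0.255), with each scaling. Without TDD+ABX mouse 4 the median change in log2 CPM with ABX was -0.129 in place of -0.212. None was called, 8 and 5 had an unadjusted p under 0.05, and 8 and 2 passed adjusted over the list alone. The difference of -0.15 passed with camera (q = 0.00604) and not with fry (q = 0.398), nor without CD mouse 5 (-0.095) or TDD mouse 1 (-0.053).

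All 10 genes of the evening arm of the clock were higher on TDD in SPF mice (median 1.88; camera, q = 3.95e-10; fry, q = 0.000155) and in ABX-treated mice (1.07; camera, q = 1.2e-10; fry, q = 0.0067), with each scaling. Of these, 8 and 2 were called, and 10 and 8 passed adjusted over the list alone. The morning arm was lower (-0.45 and -0.41; camera, q = 0.00789 and 0.0153; fry, q = 0.0142 and 0.127), with 2 and 1 genes called and 3 and 2 passing adjusted over the list alone. Its median change in log2 CPM was -0.627 without CD mouse 2 in SPF mice and -0.245 without CD+ABX mouse 4 in ABX-treated mice. The evening arm differed between the settings by 0.79 with camera (q = 0.00563), but not with fry (q = 0.336) or without CD+ABX mouse 5 (median change in log2 CPM 0.487). The time of day of collection, which is not given for single mice, could shift these genes as well. The evening scores of CD mice with ABX spanned 2.2, but this rests on CD+ABX mouse 4 (-1.856). The others of that group lay between -0.437 and 0.347. The list of the glucocorticoid response was higher in SPF mice (0.55; camera, q = 0.00035; fry, q = 0.00448), with 6 genes called and 8 passing adjusted over the list alone. It did not pass in ABX-treated mice (0.04, camera, q = 0.111), where none was called, 2 had an unadjusted p under 0.05 and 2 passed adjusted over the list alone. The difference of 0.48 passed with camera (q = 0.000441) and not with fry (q = 0.135), and its median change in log2 CPM was 0.16 without CD mouse 2 in place of 0.396.

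The ATF4 list of the amino acid response did not pass in SPF mice (median 0.26; camera, q = 0.192; fry, q = 0.375), where 2 genes were called as higher, 2 as lower and 11 passed adjusted over the list alone. It passed in ABX-treated mice (0.41; camera, q = 3.14e-06; fry, q = 0.0102), where 4 were called as higher, 1 as lower and 14 passed adjusted over the list alone. The difference of -0.13 passed with camera (q = 0.0207) but not with fry (q = 0.328), nor in 5 of the 20 fits that left out 1 mouse (median change in log2 CPM -0.011 without TDD+ABX mouse 3). The Trp metabolism list did not pass (0.22 and 0.15; camera, q = 0.537 and 0.32), with 1 and 1 genes called as lower and 4 and 5 passing adjusted over the list alone. Neither did the AhR targets (-0.07 and -0.19, the latter -0.05 with 1 gene at its bound; camera, q = 0.805 and 0.738). None of these was called, 4 and 2 had an unadjusted p under 0.05, and 3 and 2 passed adjusted over the list alone. Ahr itself changed by 0.05 in SPF mice (16.7 ± 1.03 and 17.3 ± 2.67 CPM, SD, n = 5; q = 0.757, edgeR's quasi-likelihood test) and by 0.11 in ABX-treated mice (q = 0.617, same test in edgeR). Without TDD mouse 5 its change in SPF mice was -0.019. Gata3 changed by 0.10 in SPF mice (q = 0.799, edgeR), and by -0.014 without CD mouse 3, -0.02 without TDD mouse 4 and 0.243 without CD mouse 2. In ABX-treated mice it changed by -0.115 (q = 0.843, edgeR).

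The Apol family was lower on TDD in both settings (median -0.92 and -0.87; camera, q = 6.29e-07 and 1.9e-09; fry, q = 5.6e-05 and 0.00029), with 6 and 5 genes called and 7 and 6 passing adjusted over the list alone. All 4 Gsdmc genes tested were lower (-3.74, or -3.48 with 1 gene at its bound, and -2.02; camera, q = 4.86e-06 and 3.95e-05; fry, q = 0.000155 and 0.016). In SPF mice 4 were called and in ABX-treated mice none, although 4 had an unadjusted p under 0.05 and 4 passed adjusted over the list alone. The difference of -1.71 passed with camera (q = 0.00563) and not with fry (q = 0.238). All 10 guanylate-binding proteins were lower in both settings (-0.55 and -0.32; camera, q = 1.28e-08 and 2.03e-05; fry, q = 6.77e-05 and 0.0218), with 3 and 1 called and 9 and 6 passing adjusted over the list alone. The difference of -0.27 passed with camera (q = 0.000223) and not with fry (q = 0.135). All 12 fibroblast and matrix genes were lower in both settings (-0.37 and -0.34; camera, q = 1.25e-05 and 1.46e-05; fry, q = 0.00448 and 0.03). In SPF mice 3 were called and 7 passed adjusted over the list alone, and in ABX-treated mice none was called, 6 had an unadjusted p under 0.05 and 6 passed adjusted over the list alone. Erythroid genes were lower in SPF mice (-1.03; camera, q = 0.000333; fry, q = 0.0067), with 2 called and 5 passing adjusted over the list alone. With ABX the list did not pass (-0.04, camera, q = 0.833), none was called and 0 had an unadjusted p under 0.05. The difference of -0.99 passed with camera (q = 3.95e-05) and not with fry (q = 0.0591). The directions of these lists in SPF mice, and of the first 4 in ABX-treated mice, were the same with TMM, RLE and upper-quartile scaling.

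All 13 proliferation genes were lower on TDD in SPF mice (-0.26; camera, q = 0.000926; fry, q = 0.152), with each scaling, and the list did not pass with ABX (0.03, camera, q = 0.553). None was called, 6 and 0 had an unadjusted p under 0.05, and none passed adjusted over the list alone. The difference of -0.34 passed with camera (q = 1.46e-05) but not with fry (q = 0.268). Without TDD mouse 1 the median change in log2 CPM was -0.19 in SPF mice and -0.195 for the difference. Enteroendocrine genes were higher with ABX (0.26; camera, q = 0.0022; fry, q = 0.0296) and did not pass in SPF mice (0.07, camera, q = 0.706), but the difference did not pass either (-0.15, camera, q = 0.0653). None was called, 3 and 3 had an unadjusted p under 0.05, and 2 and 0 passed adjusted over the list alone. Tuft cell genes were lower with ABX (-0.42; camera, q = 0.00112; fry, q = 0.136; median change in log2 CPM -0.256 without CD+ABX mouse 3). They did not pass in SPF mice (-0.25, camera, q = 0.101) or for the difference (0.20, q = 0.414, camera). None was called, 1 and 5 had an unadjusted p under 0.05, and 0 and 3 passed adjusted over the list alone. Smooth muscle genes were lower with ABX (-0.33; camera, q = 0.0156; fry, q = 0.429), but not without CD+ABX mouse 1, TDD+ABX mouse 1 or TDD+ABX mouse 3 (median change in log2 CPM -0.256 without the last). They did not pass in SPF mice (-0.06, camera, q = 0.875) or for the difference (0.30, q = 0.0764, camera), none was called, and 0 had an unadjusted p under 0.05 in either setting.

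The other lists passed in neither diet contrast with camera. Their medians in SPF and in ABX-treated mice were 0.06 and -0.28 for Paneth cells (camera, q = 0.274 and 0.0582), -0.20 and -0.04 for goblet cells (q = 0.0957 and 0.875, camera), and 0.07 and 0.12 for enterocytes (q = 0.294 and 0.128, camera). They were 0.01 and 0.05 for the proximal small intestine (camera, q = 0.517 and 0.181), -0.08 and -0.07 for the distal ileum (q = 0.637 and 0.898, camera), and -0.07 and -2.82 for adipocytes (q = 0.595 and 0.0575, camera). For the enteric nervous system they were 0.12 and -0.31 (camera, q = 0.653 and 0.0535), for sex 0.02 and 0.13 (camera, q = 0.996 and 0.595) and for strain -0.02 and 0.15 (camera, q = 0.875 and 0.128). With fry, the strain list, which holds 1 gene, passed in ABX-treated mice (q = 0.0497). One Paneth cell gene was called as higher and 1 distal ileum gene as lower in SPF mice, and no other gene of these lists was called. At an unadjusted p under 0.05, each of these lists had 0 to 3 genes in either setting, and 0 to 2 passed adjusted over the list alone. The interaction passed with camera for Paneth cells (0.41, q = 0.00173), goblet cells (-0.24, q = 0.0216), adipocytes (2.46, q = 0.0215) and the enteric nervous system (0.46, q = 0.0258), but not with fry (q = 0.226, 0.388, 0.37 and 0.475). For goblet cells it was lost in 5 of the 20 fits that left out 1 mouse (-0.137 without TDD+ABX mouse 4), for adipocytes in 6 (1.391 without CD+ABX mouse 1) and for the enteric nervous system in 4 (0.331 without CD mouse 5). The lists of Figure S2B passed in both settings, with -1.95 and -1.35 for the lower genes (camera, q = 4.34e-29 and 4.93e-33) and 2.08 and 1.24 for the higher genes (camera, q = 1.53e-19 and 5.61e-25). The difference between the settings passed with camera for both lists (-0.5, q = 2.97e-06, and 0.63, q = 0.00356) but not with fry (q = 0.127 and 0.224). Those of Figure S2F passed in SPF mice (1.22 for arachidonic acid, camera, q = 0.00328, and 0.94 for amino acids, q = 0.0063) and not with ABX (0.36, q = 0.205, and 0.33, q = 0.111, camera), and the difference did not pass for amino acids (0.52, camera, q = 0.0899). The paper chose the genes of these figures on these samples, so they are not independent evidence.

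Of the genes called for TDD against CD in SPF mice, 80.9% had the same sign for ABX against no ABX on CD. Both comparisons use the same CD mice, so a high share arises without any effect of ABX. In 40 simulations with unchanged mice in place of the CD mice with ABX, the share was 63% to 69.9%, with a median of 65.9%, and 0 reached the observed share. Each gene was drawn on its own there, whereas genes of real mice vary together. The simulated range may therefore be too narrow, and it does not decide whether ABX moved these genes in the direction of the diet. The share was 79.3% with DESeq2 and 80.3% with RLE scaling, and with 1 mouse left out it lay between 74.8% (without TDD mouse 1) and 84.2% (without CD mouse 4).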
